# Differential Effects of Liver Regeneration on Aging‐Related Changes in Gene Expression and Metabolic Function

**DOI:** 10.1111/acel.70197

**Published:** 2025-08-12

**Authors:** Ryo Murayama, Kenichi Horisawa, Shizuka Miura, Sumiaki Taniguchi, Jinghao Shu, Masatomo Takahashi, Yoshihiro Izumi, Takeshi Bamba, Kousei Ishigami, Atsushi Suzuki

**Keywords:** aging, gene expression, liver, metabolism, regeneration

## Abstract

Aging causes significant changes in gene expression and metabolic function of cells in various organs. Although it is known that liver regeneration is delayed by aging, the effects of aging on changes in gene expression and metabolic functions in liver regeneration need further investigation. In this study, we comprehensively analyzed changes in gene expression and metabolic function by liver regeneration in young and old mice to examine the effects of aging on these changes. During the process of liver regeneration, the gene expression profiles of hepatocytes from young and old mice changed significantly in a stepwise manner while each remained close together. After the completion of liver regeneration, the genes with aging‐specific expression patterns in old mouse hepatocytes changed to expression levels close to those in young mouse hepatocytes. In contrast to the results of these transcriptome analyses, the aging‐specific changes in metabolic state detected in old mouse livers were found to be largely maintained after the completion of liver regeneration. These results demonstrated that the gene expression state in the liver of old mice is flexibly altered by liver regeneration, whereas their metabolic state is robust. This finding helps to elucidate the relationship between aging and liver regeneration and to determine the basis of the increased incidence of liver disease with aging.

## 1 Introduction

Recent studies regarding aging in mammals have shown that gene expression changes in various organs have a significant impact on aging phenotypes (Fang et al. 2023; Garvey et al. 2014; Lu et al. 2004; Mori et al. 2007; Rizvi et al. 2021; Rupsingh et al. 2011; Zhang et al. 2021; Zheng et al. 2016). In the human cerebral cortex, the expression of genes involved in synaptic and mitochondrial functions decreases with age, resulting in a decline in cognitive function (Lu et al. 2004). In rat and human cardiomyocytes, aging alters the expression levels of genes related to the reactive oxygen species (ROS) homeostatic pathway and promotes increased ROS production, suggesting their involvement in aging‐related electrical and mechanical dysfunctions such as atrial fibrillation and heart failure (Rizvi et al. 2021). The liver is also affected by aging, and it has been reported that aging induces a decrease in the expression levels of genes encoding Cyp3a3, Cyp3a11, Cyp3a13, and Cyp3a18 in rat hepatocytes, resulting in a decrease in metabolic function due to aging (Mori et al. 2007).

Metabolic changes associated with aging occur in various organs and tissues, and many metabolic pathways are affected, including those involved in sugar and amino acid metabolism, and lipid and nucleic acid metabolism (Fang et al. 2023; Garvey et al. 2014; Rupsingh et al. 2011; Zhang et al. 2021; Zheng et al. 2016). Aging causes a decrease in fumaric acid, an intermediate of the tricarboxylic acid cycle, in the rat skeletal muscle and the mouse lung, suggesting that remodeling of energy metabolism occurs with aging (Garvey et al. 2014; Zhang et al. 2021). In the rat brain, the level of glutamate, which plays an important role as an excitatory neurotransmitter, decreases markedly with aging (Zheng et al. 2016). Glutamate is also significantly decreased in the brains of Alzheimer's disease patients (Rupsingh et al. 2011), suggesting a causal relationship between aging‐associated decreases in glutamate levels and the development of Alzheimer's disease.

The liver regulates many physiological processes including metabolism, bile formation and secretion, drug detoxification, glycogen storage, and protein synthesis. The liver has high regenerative capacity and can rapidly regain its mass after injury. Aging is known to reduce the regenerative capacity of the liver and delay the progression of liver regeneration (Bucher et al. 1964; Sánchez‐Hidalgo et al. 2012; Wang et al. 2001). Partial hepatectomy (PH), in which approximately 70% of the total liver mass is removed, is commonly used in studies of liver regeneration; it has been reported that the expression levels of several genes, including *Foxm1*, are altered by aging in the liver after PH, resulting in delayed liver regeneration (Wang et al. 2001). Interestingly, it has been reported that some genes whose expression levels are altered in the liver owing to aging return to the level of expression in the liver of young mice upon liver regeneration after PH, and that some of the characteristic patterns of H3K27me3 that arise in the liver during aging also revert to the state of young mice after liver regeneration (Chishti et al. 2013; Yang et al. 2023). These studies suggest that changes in gene expression and the epigenomic status of hepatocytes caused by aging are altered by liver regeneration, and that the aging state is eliminated. Although tissue rejuvenation by liver regeneration is intriguing, further studies are required to clarify the magnitude and time course of the effect of liver regeneration in alleviating the aging state of the liver at the gene expression level, and whether this effect ultimately affects changes in cellular metabolic function.

In this study, we isolated hepatocytes from the normal livers of young and old mice, as well as from the livers of mice during the process of liver regeneration after PH and after the completion of liver regeneration. We then comprehensively analyzed gene expression changes to understand the scale and temporal trends of the effects of liver regeneration in alleviating the aging condition of the liver at the gene expression level. In addition, by analyzing how the intracellular metabolic state in the livers of young and old mice changes after the completion of liver regeneration, we sought to determine whether the effect of liver regeneration on alleviating the aging state of the liver at the gene expression level extends to changes in cellular metabolic function.

## 2 Results

### 2.1 Age‐Dependent Differences in the Duration of Liver Regeneration in Mice

To evaluate the effect of aging on liver regeneration, we analyzed changes in the percentage of proliferating hepatocytes and liver weight over time after PH in 11–14 week‐old mice (young mice: YM), 60 week‐old mice (old mice: OM), and 100 week‐old mice (very old mice: VOM). The weights of the left and median lobes removed by PH and the weights of the right and caudate lobes left in the mouse after PH were measured to confirm that approximately 70% of the liver tissue was removed by PH (Figure S1). The uptake of 5‐bromo‐2′‐deoxyuridine (BrdU) in hepatocytes was analyzed at 44, 52, 96, and 168 h after PH (Figure 1a). As a result, the peak of BrdU uptake in hepatocytes of YM was detected 44 h after PH and decreased rapidly after 52 h (Figure 1b,c). In contrast, unlike YM, no peak in BrdU uptake was observed in the hepatocytes of the OM and VOM 44 h after PH, and BrdU uptake continued until 52 h after PH in the OM and until 96 h after PH in the VOM (Figure 1b,c). Because aging induces DNA damage, BrdU may potentially be incorporated into hepatocytes during DNA repair associated with such damage. Although a small number of cells expressing the phosphorylated form of H2A histone family member X (γH2AX), a biomarker of cellular response to DNA double‐strand breaks, were observed in the livers of VOM, these cells did not incorporate BrdU (Figure S2a,b). Moreover, transcriptome analysis during liver regeneration in YM, OM, and VOM (see Figure 2a) revealed that the timing of BrdU uptake in hepatocytes correlated with the expression of cell cycle‐related genes, but not with genes associated with the DNA damage responses (Figure S2c). Thus, it is suggested that, at least under the current BrdU labeling conditions (1 h), the likelihood of BrdU incorporation into hepatocytes during DNA repair is low.

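Hepatocyte RNA was counted per gene by 3'UTR-seq, which tags each transcript with a unique molecular identifier (UMI), in 3 libraries for each age (YM, 11 to 14 weeks; OM, 60 weeks; VOM, 100 weeks) before PH and at 44, 52, 96 and 720 h after PH. The authors' deposited counts were scaled to a common library size (CPM, as in edgeR) with its TMM factors and taken as log2(CPM + 4). A cell cycle score was the mean of these values over the 11 cell cycle genes of Figure S2c (Top2a, Cdk1, Pcna, Mki67, Birc5, E2f1, Plk1, Ccne1, Tnfrsf12a, Cdc20 and Aurkb), and a DNA damage score the mean over the 10 DNA damage response genes of that panel (Rad50, Parp1, Rad52, Nbn, Xrcc6, Atr, Atm, Mdc1, Parp2 and Topbp1). In YM the cell cycle score was 2.52 ± 0.028 (SD, n = 3 libraries) in normal liver (NL), 4.31 ± 0.52 at 44 h, 4.83 ± 0.072 at 52 h, 3.34 ± 0.043 at 96 h and 2.61 ± 0.18 at 720 h. In YM the lowest library at 52 h (4.75) lay just above the highest at 44 h (4.72). This order may rest on Plk1, whose log2 fold change from NL in YM was -0.12 at 44 h and 11.29 at 52 h. Pcna, Birc5, E2f1, Ccne1, Tnfrsf12a, Cdc20 and Aurkb rose more at 44 h in YM, and Top2a, Cdk1 and Mki67 more at 52 h. No score without Plk1 was computed. In OM it was 2.69 ± 0.073 in NL, 3.99 ± 0.95 at 44 h, 5.35 ± 0.14 at 52 h, 4.01 ± 0.14 at 96 h and 2.68 ± 0.16 at 720 h. In VOM it was 2.76 ± 0.16 in NL, 3.76 ± 0.26 at 44 h, 3.96 ± 0.57 at 52 h, 4.52 ± 0.25 at 96 h and 2.77 ± 0.18 at 720 h. At 44, 52 and 96 h every library of each age lay above every NL library of that age; 3 libraries against 3 cannot give a p below 0.1 in an exact permutation test. By gene, edgeR's quasi-likelihood test was used (adjusted p under 0.1 and at least a 2-fold change). It called 10, 10 and 4 of the 11 genes higher than in NL at 44, 52 and 96 h in YM. In OM it called 10, 10 and 5 higher, and in VOM 9, 8 and 8. Plk1 was called lower at 44 h in OM and in VOM.

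The DNA damage score moved less. It was 2.42 ± 0.023 in YM NL, 2.53 ± 0.019 at 44 h, 2.74 ± 0.062 at 52 h, 2.55 ± 0.083 at 96 h and 2.35 ± 0.039 at 720 h. For OM the values were 2.80 ± 0.10 in NL, 2.50 ± 0.078 at 44 h, 2.90 ± 0.0100 at 52 h, 2.67 ± 0.027 at 96 h and 2.39 ± 0.039 at 720 h. For VOM they were 2.67 ± 0.080 in NL, 2.46 ± 0.071 at 44 h, 2.87 ± 0.097 at 52 h, 2.62 ± 0.080 at 96 h and 2.37 ± 0.084 at 720 h. Of the 10 genes, 1, 6 and 2 were called higher than in NL at 44, 52 and 96 h in YM and 0, 1 and 1 lower. In OM 1, 0 and 0 were called higher and 3, 0 and 1 lower, and in VOM 0, 2 and 0 higher and 3, 0 and 1 lower. With log2(CPM + 1) in place of log2(CPM + 4), which moved the scores most, the cell cycle score of YM rose by 3.19 from NL to 52 h, against 2.31. With the median over genes in place of the mean, the fall of the DNA damage score of OM from NL to 96 h became a slight rise.

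A further 10 libraries, 1 of them merged from a pair, carry labels of these conditions but are not in the paper's list of data used, for which the paper gives no reason. Over all labelled libraries the cell cycle score was 2.59 ± 0.056 (SD, n = 8) in YM NL, 2.87 ± 0.13 (n = 5) in VOM NL, 5.54 ± 0.12 (n = 4) in OM at 52 h, and 4.48 ± 0.66 (n = 5) in VOM at 52 h, below the 4.69 of VOM at 96 h. In these groups YM NL 1X, VOM NL 1X and VOM 3X at 52 h each name libraries of a pair of batches, and the labels do not say whether such a pair comes from one mouse, so that n counts libraries. The further libraries gave 2.46, 2.63 and 2.61 for YM NL 1X, 2X and 3X of one batch, 2.61 for a second YM NL 1X and 2.62 for YM NL 4, and 2.90 and 2.92 for the VOM NL libraries marked 1X. At 52 h they gave 5.50 for OM 3X and 5.19 and 4.83 for the VOM libraries marked 3X. Their DNA damage scores were 2.58, 2.46, 2.56, 2.41 and 2.52 for YM NL, 2.71 and 2.80 for VOM NL, 2.48 for OM at 52 h, and 2.25 and 2.92 for VOM at 52 h, in the same order. With them the DNA damage score of OM at 52 h fell by 0.022 from NL, where it rose by 0.10 over the libraries the paper lists. The OM library added at 52 h, 3X, had a total of 267459 counts. In it Parp1, Rad52, Xrcc6, Atm, Parp2 and Topbp1 were at 0 CPM, and Rad50, Nbn, Atr and Mdc1 were above 0. Its low depth may account for the change of sign.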

**FIGURE 1:**
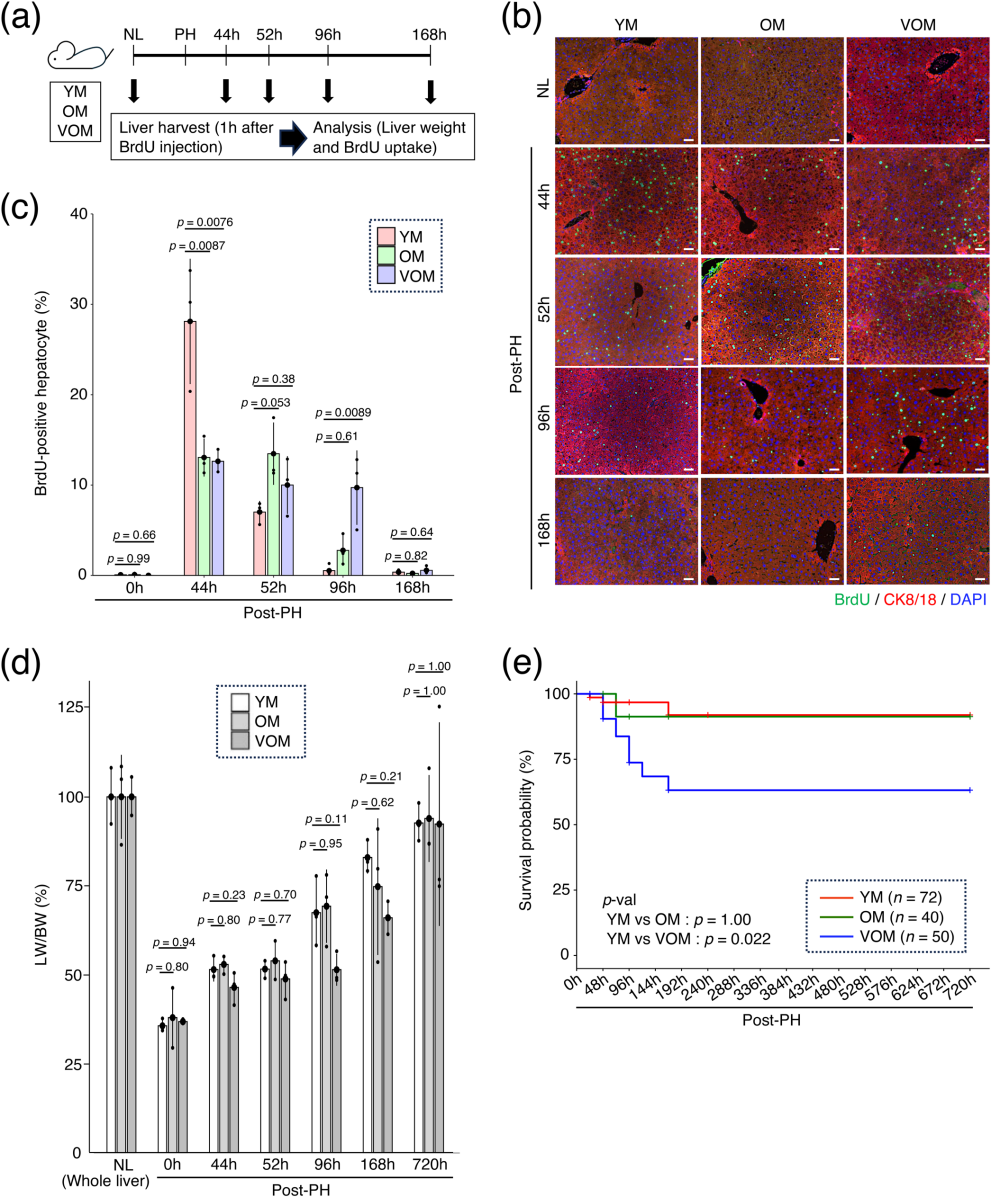
Delayed liver regeneration associated with aging. (a) Schematic diagram of experimental procedures. The weight and BrdU uptake of normal liver (NL) of YM, OM, and VOM and their regenerating livers at 44, 52, 96, and 168 h after PH were analyzed. Liver tissue was obtained from mice 1 h after intraperitoneal injection of BrdU. (b) Co‐immunofluorescence staining of BrdU with cytokeratin 8/18 (CK8/18) on the sections of NL and regenerating liver. DNA was stained with DAPI. Scale bars, 50 μm. (c) The graph shows the percentages of BrdU‐positive cells among CK8/18‐positive cells. Data represent means ± SD (*n* = 3 independent experiments) (d) Time course of the LW/BW ratio (%) measured immediately after PH (0 h) and at 44, 52, 96, 168, and 720 h after PH. Data represent means ± SD (*n* = 3 independent experiments) (e) Kaplan–Meier survival curves of indicated mice after PH. Statistical differences were determined by one‐way analysis of variance followed by Dunnett's test (c, d), and determined by Bonferroni's test (e).

**FIGURE 2:**
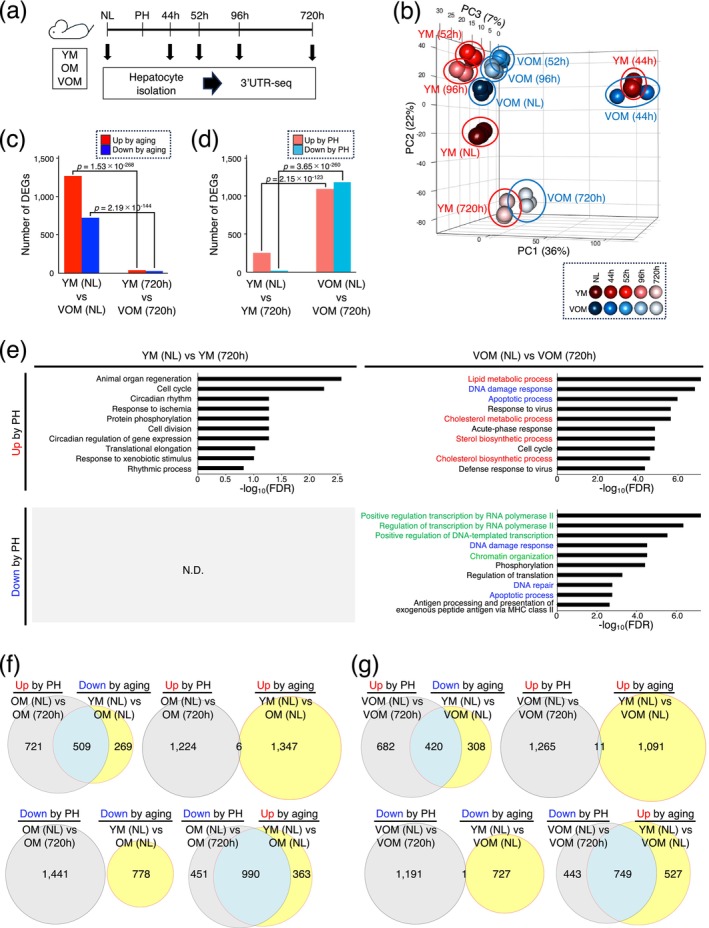
Dynamic changes in gene expression profiles of hepatocytes in VOM by liver regeneration. (a) Schematic diagram of experimental procedures. 3'UTR‐seq was conducted for hepatocytes isolated from normal liver (NL) of YM, OM, and VOM and their regenerating livers at 44, 52, 96, and 720 h after PH. At each analysis point, three mice each from YM, OM, and VOM groups were analyzed. (b) PCA was conducted for hepatocytes isolated from NL of YM and VOM and their regenerating livers using 3'UTR‐seq data. (c, d) The graphs show the number of DEGs identified by comparing gene expression profiles of hepatocytes isolated from NL of YM and VOM and from their livers at 720 h after PH, respectively (c), and those of hepatocytes isolated from NL of YM or VOM and their livers at 720 h after PH, respectively (d). (e) Top‐ten most significantly enriched GO terms associated with up‐ or down‐regulated genes in the livers of YM and VOM at 720 h after PH compared to NL of YM and VOM, respectively, identified by DAVID. GO terms associated with metabolic processes, apoptosis and DNA damage responses, and transcriptional regulation are highlighted in red, blue, and green, respectively. N.D., not detected. (f, g) Venn diagrams show direct comparisons of up‐ or down‐regulated genes between NL of OM or VOM and their livers at 720 h after PH, respectively, and those between NL of YM and that of OM or VOM, respectively. Statistical differences were determined by chi‐squared test (c, d), and determined by Fisher's exact test (e).

When measuring the liver‐to‐body weight (LW/BW) ratio during liver regeneration, no statistically significant differences were observed between OM or VOM and YM due to large individual variations in body and liver weights in OM and VOM, given the group sizes used in this study. However, the timing of liver weight increase tended to be delayed in OM and VOM compared to YM (Figure 1d). The difference in the LW/BW ratio among the different age groups was observed even at 168 h post‐PH, suggesting that the process of liver regeneration was still ongoing, although the number of BrdU‐positive hepatocytes was significantly decreased. However, at 720 h after PH, the LW/BW ratio approached normal before PH in all age groups, suggesting that liver regeneration was complete at least 720 h after PH. The survival rates in YM and OM at 720 h after PH were 91.9% and 91.3%, respectively, whereas the survival rate in VOM was 63.1% (Figure 1e). It has been suggested that the lower survival rate of VOM than that of OM is due to a greater delay in liver regeneration. Taken together, these data confirm that liver regeneration after PH is delayed as mice age, as previously reported (Bucher et al. 1964; Sánchez‐Hidalgo et al. 2012; Wang et al. 2001). In addition, VOM appears to be more adversely affected by aging‐related impairments than OM, resulting in a prolonged delay in liver regeneration, which in turn reduces the survival rate of mice.

### 2.2 Elimination of Hepatocyte Gene Expression Patterns Specific to Aged Mice by Liver Regeneration

The gene expression changes that occur in hepatocytes during the liver regeneration process for YM, OM, and VOM were analyzed over time by 3′‐untranslated region sequencing (3'UTR‐seq) (Figure 2a). 

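In 3'UTR-seq, here by the CEL-seq2 method, total RNA of freshly isolated hepatocytes is reverse transcribed from the poly(A) tail with primers that carry a library barcode and a UMI, so that each library is read at the 3' end of its transcripts and the reads of one transcript molecule are counted once. The libraries were sequenced on HiSeq or NovaSeq instruments. The paper lists 45 libraries, 3 for each of 15 groups: YM, OM and VOM hepatocytes from NL and at 44, 52, 96 and 720 h after PH. The labels of the libraries give 4 days and 1 month where the paper gives 96 h and 720 h. The authors mapped the reads to GRCm38, counted UMIs per gene, converted them to transcript counts by a binomial correction for a space of 4096 UMIs, excluded 9 genes and genes of low expression, and removed differences between datasets with ComBat-Seq. The deposited table holds these batch-corrected counts per gene and library, not scaled for library size.

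Total counts per library ranged from 1674229 to 3194370 (median 2838008) in YM NL, from 2090448 to 2984157 (median 2151332) in OM NL and from 1142613 to 3491809 (median 3057321) in VOM NL. At 44 h they ranged from 33410147 to 55400924 (median 35344104) in YM, from 6062180 to 17050132 (median 14968514) in OM and from 3683985 to 26453528 (median 8989841) in VOM. At 52 h the ranges were 717770 to 2221340 (median 1288263) in YM, 1011701 to 3432125 (median 1436407) in OM and 1207505 to 1995469 (median 1279178) in VOM. At 96 h they were 1823716 to 2635855 (median 2252694) in YM, 294890 to 3385720 (median 849068) in OM and 1503613 to 1856774 (median 1622137) in VOM. At 720 h they were 6140247 to 14109165 (median 9048450) in YM, 18266374 to 27876280 (median 26985926) in OM and 6127392 to 13060424 (median 6600129) in VOM. The correction for used UMIs can give at most 34069.6 transcripts per gene and library, yet 117 genes have a higher value after batch correction in at least 1 of the 45 libraries, up to 36194938, and 155 in at least 1 library of the whole table. The 155 genes held a median of 92.9% of the counts of a library in YM at 44 h, 87.2% in OM and 83.1% in VOM at 44 h, and 78.5%, 90.4% and 86.1% in YM, OM and VOM at 720 h. The median was 49.7% in OM NL, 8.49% in YM NL and 4.99% in VOM NL, and lay between 4.79% and 7.91% at 52 and 96 h. Without these genes the median totals were 2497107, 1882158 and 1637161 in YM, OM and VOM at 44 h and 1516582, 1856691 and 1101215 at 720 h.

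Each library is also assigned to 1 of 27 numbered mixes in its labels, and the column names that the paper lists carry the number; the paper's text does not say what a mix is. The listed NL libraries of each age came from one mix of their own (mix 7 for YM, mix 16 for OM, mix 8 for VOM). At 44 h all ages shared mixes 24 and 26, and at 720 h mixes 25 and 27, while at 52 and 96 h the listed libraries of different ages shared no mix. Among the listed libraries, 1 OM library at 52 h and 1 at 96 h shared mix 16 with OM NL, and no other library after PH shared a mix with NL of its age. Among the listed libraries, batch and condition therefore cannot be told apart in the NL comparisons, between NL and later times in YM and VOM, or between NL and 44 or 720 h in OM; of the unlisted ones, YM NL 4 and 5 share mixes 26 and 27 with libraries at 44 and 720 h. A further 11 libraries carry labels of these conditions and are not in the paper's list, which gives no reason. They are YM NL 1X, 2X and 3X of mix 1 (totals 1006942, 1203176 and 1391850), YM NL 1X of mix 10 (1627696), YM NL 4 of mix 26 (1691209) and 5 of mix 27 (2122294), VOM NL 1X of mix 16 (675064) and of mix 23 (3268869), OM 3X at 52 h of mix 17 (267459), and VOM 3X at 52 h of mix 9 (97274) and of mix 20 (3182260). The counts of YM NL 4 and 5 differed by less than the sampling noise (chi-square per degree of freedom 0.0908, against at least 1.87 for every other pair among the 208 pairs of libraries within a condition), so they were counted as 1 sample, and all labelled libraries number 55.

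From the deposited counts, rounded to whole numbers, genes with at least 0.5 CPM in at least 1 of the 45 libraries were kept (11047 genes) and scaled by TMM. One edgeR quasi-likelihood model with a coefficient for each of the 15 groups gave every comparison, and a gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.1 with at least a 2-fold change, the default thresholds of the iDEP tool named in the paper. On simulated counts for 10929 genes with 200 changed by known folds, 92.5% of the changed genes and 19 unchanged genes were called.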

Principal component analysis (PCA) revealed that gene expression profiles changed significantly 44 h after PH, and subsequently tended to resemble those of hepatocytes in the OM and VOM at 52 and 96 h after PH (Figures 2b and S3a). 

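PCA was run on log2(CPM + 4) of the 30 libraries of YM and VOM. The first component (PC1) held 40.9% of the variance, PC2 23.3% and PC3 6.07%. On PC1 the 44 h libraries lay at 95.8 ± 0.261 (mean ± SD, n = 3) in YM and 86.1 ± 13.7 in VOM, and the group means of all other groups lay between -29.9 (VOM NL) and -14.3 (YM NL). On PC2 YM lay at 30.5 ± 1.58 at 52 h and 22.2 ± 0.834 at 96 h, and VOM at 33.2 ± 0.745 and 26.9 ± 1.93, beside 15.8 ± 1.41 in VOM NL and -9.22 ± 1.57 in YM NL. As a root mean square difference in log2(CPM + 4) per gene, the YM libraries at 52 and 96 h were 0.618 and 0.518 from the VOM NL libraries and 0.725 and 0.600 from the YM NL libraries. The VOM libraries were 0.667 from VOM NL at 52 h and 0.591 at 96 h. Of the squared loadings of PC1, 63.3% belonged to the genes with a value above the count limit of the UMI correction, and without these genes PC1 held 29.9%. In that PCA, added after seeing the data, PC1 placed YM NL (-17.2 ± 0.903) on the side of the 44 h libraries (-49.1 ± 0.263 in YM, -44.2 ± 4.96 in VOM), and VOM NL (28.4 ± 0.648) on the side of 52 and 96 h (means from 32.1 to 39.9), and PC2 gave 44 h the highest values (45.7 ± 5.05 and 41.9 ± 5.12). Over all 39 labelled libraries of YM and VOM, PC1 held 35.5% and PC2 21.4%. There the unused YM NL libraries lay at -10.1, -10.8 and -9.83 on PC1 (1X, 2X and 3X of mix 1), -13.0 (1X of mix 10) and -10.7 (YM NL 4), where the YM NL libraries of the paper's list spanned -11.3 to -9.06. VOM NL 1X lay at -28.6 and -27.6 (listed libraries, -29.4 to -27.6), and VOM 3X at 52 h at -22.7 and -19.5 (listed libraries, -21.3 to -18.8). The 44 h libraries shared their mixes with no listed library of another time; of the unused ones, YM NL 4, merged from libraries of mixes 26 and 27, shared mix 26 with 44 h libraries and lay among the listed YM NL libraries on PC1.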

At the completion of liver regeneration 720 h post‐PH, the gene expression profiles of hepatocytes in YM, OM, and VOM changed to a state different from their pre‐PH gene expression profiles (Figures 2b and S3a). 

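At 720 h the libraries lay at -65.1 ± 5.65 on PC2 in YM and -64.2 ± 4.78 in VOM, below every NL library; 3 libraries against 3 cannot reach an exact permutation p below 0.1. On PC1 the 720 h libraries lay at -17.1 ± 0.953 in YM, below every YM NL library. In VOM they lay at -18.4 ± 0.723, above every VOM NL library, so that the shift had opposite directions in the 2 ages. In the PCA without the genes above the count limit, PC1 fell in both ages. It went from -17.2 ± 0.903 in NL to -35.9 ± 0.631 at 720 h in YM, and from 28.4 ± 0.648 to -31.0 ± 2.83 in VOM. The mean distance between YM NL and YM 720 h libraries was 0.858 (root mean square log2 difference per gene), beside 0.322 among YM NL libraries and 0.697 among YM 720 h libraries. For OM the distance from NL to 720 h was 1.14, and for VOM 1.00. These are 1.92 and 1.93 times the mean distance among replicates of the groups compared (1.68 times for YM). The distances were not taken without the genes above the count limit, which may account for part of them. The genes with a value above the count limit held 38.7% of the squared loadings of PC2; without them, the 720 h libraries lay at -41.2 ± 2.66 in YM and -39.8 ± 2.79 in VOM on PC2, beside -25.2 ± 3.15 in YM NL and -20.1 ± 3.31 in VOM NL. All 720 h libraries came from mixes 25 and 27, which held no listed NL library. YM NL 4, the merged sample of mixes 26 and 27 that the paper's list leaves out, lay at -17.4 on PC2 of the PCA of all labelled libraries, inside the range of the listed YM NL libraries (-19.1 to -16.0); the other unused libraries lay at -15.0, -17.9 and -17.7 (YM NL 1X, 2X and 3X of mix 1), -13.5 (YM NL 1X of mix 10), 10.8 and 12.3 (VOM NL 1X; listed, 9.53 to 12.6), and 41.3 and 35.5 (VOM 3X at 52 h; listed, 34.6 to 37.3).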

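Between the ages at one time, the mean distance between libraries (root mean square difference in log2(CPM + 4) per gene) was 0.623 for YM and OM at 44 h, 1.10 times the distance among replicates, and 0.680 for YM and VOM, 1.15 times. At 720 h the distances were 0.667 for YM and OM (1.02 times the distance among replicates) and 0.721 for YM and VOM (1.04 times). At 52 h they were 0.445 for YM and OM (1.51 times) and 0.561 for YM and VOM (1.70 times), and at 96 h 0.476 (1.37 times) and 0.460 (1.52 times). In NL they were 0.758 for YM and OM (1.67 times) and 0.593 for YM and VOM (1.77 times). edgeR called 41 DEGs between OM and YM at 44 h and 130 between VOM and YM. At 52 h there were 913 and 1682 DEGs, and at 96 h 657 and 737. The ages shared their mixes at 44 and 720 h, and at 52 and 96 h the listed libraries of different ages shared none, so that age and mix cannot be told apart there. The alternatives that moved the 44 h counts most were the models with only the groups compared, which called 8 DEGs for OM and 21 for VOM without a covariate and 9 and 16 with the mix as a covariate. Over all labelled libraries the counts were 69 and 193 at 44 h, 986 and 1768 at 52 h, and 728 and 800 at 96 h; the libraries added were those of YM NL and VOM NL, OM 3X at 52 h, and both VOM 3X at 52 h, which the paper's list leaves out without a reason.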

Interestingly, YM and OM, and YM and VOM were found to have similar gene expression profiles at all time points of 44, 52, 96, and 720 h post‐PH, respectively (Figures 2b and S3a).

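In NL, 1320 genes were higher and 774 lower in VOM than in YM hepatocytes (2094 DEGs, edgeR, adjusted p under 0.1 and at least a 2-fold change, 3 libraries per group), and 1306 were higher and 929 lower in OM than in YM (2235 DEGs). At 720 h after PH, 29 genes were higher and 30 lower in VOM than in YM (59 DEGs), and 43 were higher and 13 lower in OM than in YM (56 DEGs). DESeq2 called 1276 and 728 for VOM and 1353 and 778 for OM in NL, and 43 and 34 for VOM and 53 and 15 for OM at 720 h; 1963, 2012, 48 and 52 of these DEGs were called in the same direction by both tools. With only the groups compared in the model, 11 genes were higher and 5 lower in VOM than in YM at 720 h and 3 higher and 3 lower in OM, and with the mix as a covariate as well 12 and 4 in VOM and 3 and 2 in OM; these alternatives moved the 720 h counts most. Over the DEGs of NL, the median ratio of the log2 fold change at 720 h to that in NL was 0.0767 for VOM and -0.0109 for OM. The listed NL libraries of YM, OM and VOM each came from one mix of their own, so that among these the mix and the age cannot be told apart in NL, whereas at 720 h the ages shared mixes 25 and 27. Over all labelled libraries, which add YM NL 1X, 2X and 3X of mix 1, 1X of mix 10 and 4 (merged with 5), and both VOM NL libraries marked 1X, the counts in NL were 1399 higher and 871 lower in VOM and 1388 higher and 1002 lower in OM; at 720 h they were 47 and 39 in VOM and 63 and 19 in OM. The paper gives no reason for leaving these libraries out. Gm4707 (ENSMUSG00000091831, chromosome 17, 71458327 to 71459918) and the processed pseudogene Esd-ps (ENSMUSG00000079101, chromosome 14, 3051653 to 3052499) had the largest rises from YM NL to VOM NL by the rule for named genes, at least 113-fold and at least 42.9-fold higher in VOM. Ankrd39 (ENSMUSG00000079610, chromosome 1, 36537507 to 36547445) and the processed pseudogene Gm5392 (ENSMUSG00000080758, chromosome X, 107354879 to 107357447) had the largest falls, at least 3407-fold and at least 2823-fold lower. These folds are lower bounds only for the counts as they stand, because every library of the lower group had 3 counts or fewer. Counts of a pseudogene can include reads of its parent gene. The higher level of Ankrd39 and Gm5392 is uncertain as well. Their largest counts in any library, 28429 and 29932, lay below but near the 34069.6 limit of the UMI correction. In the unused YM NL libraries (1X, 2X and 3X of mix 1, 1X of mix 10, and 4), Gm5392 was at 2247, 2136, 2105, 0 and 1997 CPM, so that it was not detected in the library of mix 10, and in the unused VOM NL libraries (1X of mixes 16 and 23) at 0.685 and 0.259 CPM. In the same order, the values of Ankrd39 were 1767, 1856, 2579, 3669 and 2522 CPM in YM NL and 0 and 0.259 CPM in VOM NL. For Gm4707 they were 0.453, 0.438, 0.353, 0 and 0.264 CPM and 94.6 and 69.3 CPM, and for Esd-ps 0.453, 0.438, 0.353, 0 and 0.264 CPM and 36.3 and 25.0 CPM.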

The number of differentially expressed genes (DEGs), extracted by comparing the gene expression profiles of hepatocytes isolated from YM and OM, and YM and VOM, was significantly reduced in livers at 720 h after PH compared to normal livers (Figures 2c and S3b). 

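Between NL and 720 h after PH, 275 genes were higher and 48 lower at 720 h in YM hepatocytes (323 DEGs), 1310 higher and 1462 lower in OM (2772 DEGs), and 1081 higher and 1379 lower in VOM (2460 DEGs), in edgeR with 3 libraries per group. DESeq2 called 258 and 24 in YM, 1230 and 1441 in OM, and 1102 and 1192 in VOM, and 263, 2620 and 2211 DEGs were shared with edgeR in the same direction. Whether a gene's change from NL to 720 h differed from that in YM was tested with an interaction term, which called 1673 genes for OM and 933 for VOM. In every one of these comparisons NL and 720 h came from different mixes. When the YM NL libraries 1X, 2X and 3X of mix 1, 1X of mix 10 and 4 (merged with 5), both VOM NL libraries marked 1X and the unused 52 h libraries were added, 402 genes were higher and 132 lower in YM, 1341 and 1494 in OM, and 1140 and 1386 in VOM, and the interaction called 1919 genes for OM and 1399 for VOM. The paper does not say why these were not used.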

When comparing the gene expression profiles of hepatocytes isolated from normal livers of YM, OM, and VOM and those isolated from their livers at 720 h after PH, respectively, the number of DEGs identified in YM was significantly less than those identified in OM and VOM (Figures 2d and S3c). 

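Of the DEGs of YM between NL and 720 h, 85.1% were higher at 720 h (exact binomial test against equal shares, two-sided, p = 7.97e-40; genes are not independent replicates). The share was 47.3% in OM and 43.9% in VOM. With DESeq2 the YM share was 91.5%, and with the libraries labelled YM NL that the paper's list leaves out (1X, 2X and 3X of mix 1, 1X of mix 10, and 4) it was 75.3%. Leaving out each library in turn gave between 193 and 247 higher and between 17 and 55 lower genes in YM.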

In the DEGs identified by comparing the gene expression profiles of hepatocytes isolated from YM normal livers and those from their livers at 720 h after PH, there were significantly fewer genes whose expression was decreased than those whose expression was increased (*p* = 1.11 × 10^−44^) (Figures 2d and S3c).

Gene ontology enrichment analysis (GOEA) was performed for the identified DEGs by comparing the gene expression profiles of hepatocytes isolated from normal livers of YM, OM, and VOM and those isolated from their livers at 720 h post‐PH. 

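GO terms were not analysed here, since no GO annotation was used; the genes with the largest changes and the cell cycle genes of Figure S2c are given for YM. By the rule for named genes, Ugt1a1 (ENSMUSG00000089960, chromosome 1, 88211959 to 88218997) rose most from YM NL to 720 h, with 1.20 ± 1.39 CPM (SD, n = 3) in NL and 46075 ± 15643 CPM at 720 h (log2 fold change 15.39, standard error 0.99, adjusted p = 1.65e-14, edgeR). Atp8a1 (ENSMUSG00000037685, chromosome 5, 67618140 to 67847434) followed with a log2 fold change of 15.21 (standard error 0.80, adjusted p = 4.55e-17, edgeR). The counts of Ugt1a1 and Atp8a1 exceeded the largest transcript count that the UMI correction can give, and the annotation gives Ugt1a1 the same 3' end as the other genes of the Ugt1a family, so that its 3' counts can be shared with them. The largest falls were those of the processed pseudogenes Gm10123 (ENSMUSG00000062933, chromosome 9, 96895658 to 96896147; at least 2.88-fold lower) and Gm4459 (ENSMUSG00000083626, chromosome 7, 139659688 to 139660155; at least 3.34-fold lower), each of which lost its call in at least one of the comparisons that left out 1 library (adjusted p over the alternatives 0.00302 to 0.181 and 0.00281 to 0.169, edgeR or DESeq2). The unused YM NL libraries (1X, 2X and 3X of mix 1, 1X of mix 10, and 4) had 1.81, 0.438, 1.41, 1.91 and 0.527 CPM of Ugt1a1, 1.36, 0.876, 0.707, 0.638 and 0.527 CPM of Atp8a1, 2.27, 3.07, 3.89, 3.83 and 2.90 CPM of Gm10123 and 4.53, 3.94, 3.53, 6.38 and 4.22 CPM of Gm4459; the paper gives no reason for leaving them out. The median log2 fold change of the 11 cell cycle genes from NL to 720 h was 0.81 in YM, 1.04 in OM and 0.26 in VOM. In YM none of the 11 genes was called, and the smallest unadjusted p was that of Mki67 (0.0735, adjusted p = 0.453, edgeR).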

The results showed that the expression levels of genes related to animal organ regeneration, cell cycle, and circadian rhythm were elevated after PH in YM (Figure 2e), suggesting that a normal regenerative response occurred. In contrast, in OM and VOM, the expression levels of genes related to metabolism, such as lipid and cholesterol metabolic processes, apoptosis, and DNA damage responses, were upregulated after PH (Figures 2e and S3d). In addition, OM and VOM exhibited decreased expression of genes related to transcriptional regulation after PH, as well as decreased expression of a group of genes related to apoptosis and the DNA damage responses (Figures 2e and S3d). 

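Sets of genes were tested for an excess of DEGs with Fisher's exact test (two-sided) against the 11047 genes tested, with Benjamini-Hochberg adjustment over the 40 tests of sets that hold no gene the paper named from these data; genes within a set are not independent. The KEGG maps are those the paper shows for these data, so the tests are not independent of that choice. Of the 14 genes of the KEGG steroid biosynthesis map among the genes tested, 9 were higher at 720 h than in NL in OM (adjusted p = 0.000207) and 7 in VOM (adjusted p = 0.00285). Their median log2 fold change was 1.10 in OM, 0.98 in VOM and 0.18 in YM. Of the 43 genes of the cholesterol metabolism map, 7 were higher in OM and 6 in VOM, with median log2 fold changes of 0.38 and 0.23. These shares of 16.3% and 14.0% lay above the 11.9% and 9.79% of all genes tested. The excess was too small for the test to tell it from chance (Fisher's exact test, p = 0.344 and 0.308, adjusted p = 1.00 and 1.00). Whether these changes in OM and VOM differ from YM was tested only gene by gene, by the interaction term. By the rule for named genes, the largest rises from NL to 720 h in VOM were those of Slc22a27 (ENSMUSG00000067656, chromosome 19, 7864388 to 7966027; log2 fold change 20.08, standard error 2.90, adjusted p = 3.70e-06, edgeR) and Csf1 (ENSMUSG00000014599, chromosome 3, 107741048 to 107760469; log2 fold change 16.41, standard error 0.84, adjusted p = 1.39e-17, edgeR). At 720 h both had counts above the largest that the UMI correction can give, and in the listed NL libraries of VOM at most 10 counts per library. The largest falls were those of Gm4707, at least 45.8-fold lower at 720 h, and of the processed pseudogene Chchd2-ps (ENSMUSG00000094320, chromosome 4, 148068031 to 148068492), at least 11.0-fold lower, which in other libraries reached 996062 counts, above that limit. The VOM NL libraries 1X of mixes 16 and 23, which the paper's list leaves out without a reason, had 0.685 and 1.68 CPM of Slc22a27, 0.685 and 0.905 CPM of Csf1 and 0 and 17.7 CPM of Chchd2-ps.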

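Of the 30 genes of the KEGG basal transcription factors map among the genes tested, 9 were lower at 720 h than in NL in VOM (Fisher's exact test, p = 0.00887, adjusted p = 0.0709) and 5 in OM (adjusted p = 1.00). Their median log2 fold change was -0.33 in VOM and -0.048 in OM. Of the 10 DNA damage response genes of Figure S2c, 5 were lower in VOM and 4 in OM; no p is given for them as a set, since it holds Atr, Atm and Topbp1, which the paper named from these data.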

Many of the genes whose expression levels increased or decreased after PH in OM and VOM were genes whose expression levels were lower or higher in OM and VOM than in YM, respectively, in the DEGs identified by comparing hepatocytes isolated from normal livers of YM and OM, and YM and VOM (Figure 2f,g). 

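Of the 1306 genes higher in OM NL than in YM NL, 964 (73.8%) were lower in OM at 720 h than in OM NL, which is 65.9% of the genes that fell (odds ratio 52.3 over the genes tested). Of the 929 genes lower in OM NL, 550 (59.2%) were higher at 720 h, which is 42.0% of the genes that rose (odds ratio 17.9). Of the genes higher in OM NL, 4 rose further at 720 h. Of the 1320 genes higher in VOM NL, 845 (64.0%) were lower in VOM at 720 h, 61.3% of the genes that fell (odds ratio 30.6). Of the 774 genes lower in VOM NL, 428 (55.3%) were higher at 720 h, 39.6% of the genes that rose (odds ratio 18.2). For VOM, 12 of the higher genes rose further and 1 of the lower genes fell further. Both comparisons of an age contain the same NL libraries of OM or VOM, so that an error in those libraries moves a gene in opposite directions in the 2 comparisons; no p is given for the overlap for this reason. With an adjusted p under 0.05 and no fold minimum, the alternative that moved the overlaps most, 1076 of the 1650 genes then lower in OM NL and 905 of the 1697 then lower in VOM NL were higher at 720 h. Over all labelled libraries, with the YM NL and VOM NL libraries that the paper's list leaves out without a reason, the overlaps were 1005 and 592 genes in OM and 887 and 465 in VOM. In simulated counts with 100 genes made to return, the overlap held 84 genes. These were counted over all genes, so they need not all be among those made to return.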

To illustrate the interrelationships among the extracted genes, we presented the age‐related changes and post‐regeneration changes in expression levels of genes involved in cholesterol metabolism, steroid biosynthesis, and basal transcription factor pathways (Figure S4).

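In NL, 6 of the 14 steroid biosynthesis genes tested were lower in OM than in YM (Fisher's exact test, adjusted p = 0.00579) and 6 in VOM (adjusted p = 0.00285), with median log2 fold changes of -0.86 and -0.77. Of the 43 cholesterol metabolism genes, 4 were lower in OM and 2 in VOM, with medians of -0.24 and -0.086. Of the 30 basal transcription factor genes, 4 were higher in OM and 5 in VOM (adjusted p = 1.00 and 1.00). The listed NL libraries of each age came from a mix of their own.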

As both increased and decreased expression of genes associated with apoptosis and DNA damage responses were observed after PH in OM and VOM, we examined the genes in each GO term. We found that the expression of genes that positively drive apoptosis and DNA damage responses, including *Casp9*, *Apaf‐1*, *p21*, *Atm*, *Atr*, and *Topbp1*, was decreased after PH, whereas those that negatively drive them, including *Birc2*, *Pim2*, *Bcl6*, and *Bcl2l1*, increased after PH. Thus, it is suggested that apoptosis and DNA damage responses, which are known to be enhanced by aging (Duy et al. 

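The genes named for apoptosis and DNA damage responses were found in the deposited table by their symbols, with p21 as Cdkn1a and Apaf-1 as Apaf1; coordinates are those of GRCm38. Casp9 (ENSMUSG00000028914, chromosome 4, 141793612 to 141815976) fell from 8.73 ± 1.11 CPM (SD, n = 3) in OM NL to 2.56 ± 0.676 at 720 h, a log2 fold change of -1.73 (standard error 0.35, adjusted p = 0.000272, edgeR). In VOM it fell from 10.9 ± 5.34 to 2.59 ± 1.00 CPM, a log2 fold change of -2.07 (standard error 0.38, adjusted p = 0.000107, edgeR). Topbp1 (ENSMUSG00000032555, chromosome 9, 103305215 to 103350428) fell from 12.9 ± 1.87 to 0.528 ± 0.210 CPM in OM (log2 fold change -4.45 (standard error 0.44, adjusted p = 1.62e-09, edgeR)) and from 2.66 ± 0.7502 to 0.513 ± 0.509 in VOM (log2 fold change -2.29 (standard error 0.60, adjusted p = 0.00363, edgeR)), where every library had 2 counts or fewer at 720 h, so that the fall in VOM is stated as at least 1.86-fold. Apaf1 (ENSMUSG00000019979, chromosome 10, 90989311 to 91082770), Atm (ENSMUSG00000034218, chromosome 9, 53439149 to 53536740) and Atr (ENSMUSG00000032409, chromosome 9, 95857597 to 95951781) had log2 fold changes of -2.17, -2.19 and -2.07 in OM (adjusted p = 0.00207, 0.00489 and 0.000487, edgeR). In VOM their log2 fold changes were -2.37, -2.13 and -1.63 (adjusted p = 0.00362, 0.00636 and 0.00243, edgeR). Their levels were low, at 3.55 ± 0.775, 5.53 ± 1.52 and 3.37 ± 0.443 CPM in VOM NL and 0.567 ± 0.5259, 1.16 ± 0.448 and 1.13 ± 0.171 at 720 h. Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727) fell from 14.2 ± 5.39 to 5.98 ± 1.06 CPM in OM (log2 fold change -1.21 (standard error 0.48, adjusted p = 0.0489, edgeR)) and from 8.35 ± 1.76 to 2.84 ± 1.81 in VOM (log2 fold change -1.56 (standard error 0.59, adjusted p = 0.0407, edgeR)). The adjusted p of Cdkn1a lost the threshold in comparisons that left out 1 library, and ranged over the alternatives from 0.0236 to 0.166 in OM and from 0.0166 to 0.162 in VOM.

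Of the genes that restrain these responses, Birc2 (ENSMUSG00000057367, chromosome 9, 7818227 to 7837064) rose at 720 h with a log2 fold change of 1.35 (standard error 0.38, adjusted p = 0.00555, edgeR) in OM and 1.27 (standard error 0.37, adjusted p = 0.00992, edgeR) in VOM. Pim2 (ENSMUSG00000031155, chromosome X, 7878262 to 7883432) rose with a log2 fold change of 1.35 (standard error 0.49, adjusted p = 0.0310, edgeR) in OM and 1.58 (standard error 0.49, adjusted p = 0.0142, edgeR) in VOM. Bcl2l1 (ENSMUSG00000007659, chromosome 2, 152780668 to 152831728) rose from 26.6 ± 2.49 to 57.8 ± 1.15 CPM in VOM (log2 fold change 1.13 (standard error 0.21, adjusted p = 0.000110, edgeR)). In OM its log2 fold change of 0.96 (standard error 0.21, adjusted p = 0.000674, edgeR) was below the 2-fold minimum. Bcl6 (ENSMUSG00000022508, chromosome 16, 23965052 to 23988852) rose in VOM from 1.91 ± 0.757 to 10.1 ± 6.60 CPM (log2 fold change 2.48 (standard error 0.97, adjusted p = 0.0490, edgeR)), and fell in OM from 35.2 ± 23.9 to 7.98 ± 4.60 CPM (log2 fold change -2.08 (standard error 0.77, adjusted p = 0.0336, edgeR)). The adjusted p of Bcl6 (edgeR or DESeq2) ranged over the alternatives from 0.00583 to 0.251 in VOM and from 0.0107 to 0.134 in OM, that of Pim2 from 0.00392 to 0.128 and from 0.0193 to 0.140, and that of Birc2 in VOM from 0.00275 to 0.158, so that these calls were lost under some of them. In YM the log2 fold changes of the 10 genes lay between -0.87 (Apaf1) and 0.79 (Cdkn1a), with adjusted p from 0.653 to 1.000 and unadjusted p of 0.202 or more (edgeR). Apaf1 and Topbp1 had at most 2 and 1 counts per library in YM at 720 h, so that the size of a fall in them cannot be told. All 6 genes of the first kind were called lower in OM and in VOM, and of the 4 genes of the second kind all were called higher in VOM and 2 in OM; no p is given for the genes as sets, since the paper chose them from these data.

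In NL, the comparison of the ages gave log2 fold changes of VOM against YM of 1.79 for Casp9, 1.86 for Apaf1, 2.12 for Cdkn1a, 2.38 for Atm, 1.43 for Atr, 2.80 for Topbp1, -1.37 for Birc2, -1.29 for Pim2, -3.42 for Bcl6 and -0.80 for Bcl2l1. The listed NL libraries of OM and of VOM came from one mix each, so that among the listed libraries mix and age, and mix and time after PH, cannot be told apart for these genes. The libraries of YM NL and VOM NL that the paper's list leaves out without a reason gave the following CPM, for YM NL 1X, 2X and 3X of mix 1, 1X of mix 10 and 4, and then for VOM NL 1X of mix 16 and of mix 23. For Casp9 the YM NL values were 4.53, 4.38, 2.47, 2.55 and 3.69 CPM and the VOM NL values 13.0 and 10.3 CPM. For Apaf1 the YM NL values were 1.81, 0.438, 1.41, 1.59 and 1.05 CPM and the VOM NL values 2.74 and 4.91 CPM. For Cdkn1a the YM NL values were 1.36, 0.438, 3.89, 2.55 and 2.11 CPM and the VOM NL values 6.85 and 11.6 CPM. For Atm the YM NL values were 1.36, 1.31, 1.77, 0.956 and 1.58 CPM and the VOM NL values 8.22 and 5.69 CPM. For Atr the YM NL values were 1.36, 1.31, 2.12, 1.59 and 1.58 CPM and the VOM NL values 4.80 and 3.88 CPM. For Topbp1 the YM NL values were 1.36, 0.438, 0.353, 0.319 and 0.527 CPM and the VOM NL values 0 and 3.49 CPM. For Birc2 the YM NL values were 5.44, 4.38, 3.53, 4.14 and 4.48 CPM and the VOM NL values 2.06 and 1.55 CPM. For Pim2 the YM NL values were 4.53, 3.504, 2.47, 3.51 and 3.69 CPM and the VOM NL values 1.37 and 1.55 CPM. For Bcl6 the YM NL values were 18.6, 10.1, 44.5, 22.3 and 24.2 CPM and the VOM NL values 2.74 and 2.20 CPM. For Bcl2l1 the YM NL values were 38.1, 49.0, 69.3, 47.2 and 52.7 CPM and the VOM NL values 28.8 and 32.5 CPM. With these libraries included the log2 fold changes in VOM from NL to 720 h were -2.03 for Casp9, -2.37 for Apaf1, -1.58 for Cdkn1a, -2.13 for Atm, -1.63 for Atr, -2.19 for Topbp1, 1.27 for Birc2, 1.55 for Pim2, 2.50 for Bcl6 and 1.14 for Bcl2l1.

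**Figure D1:**
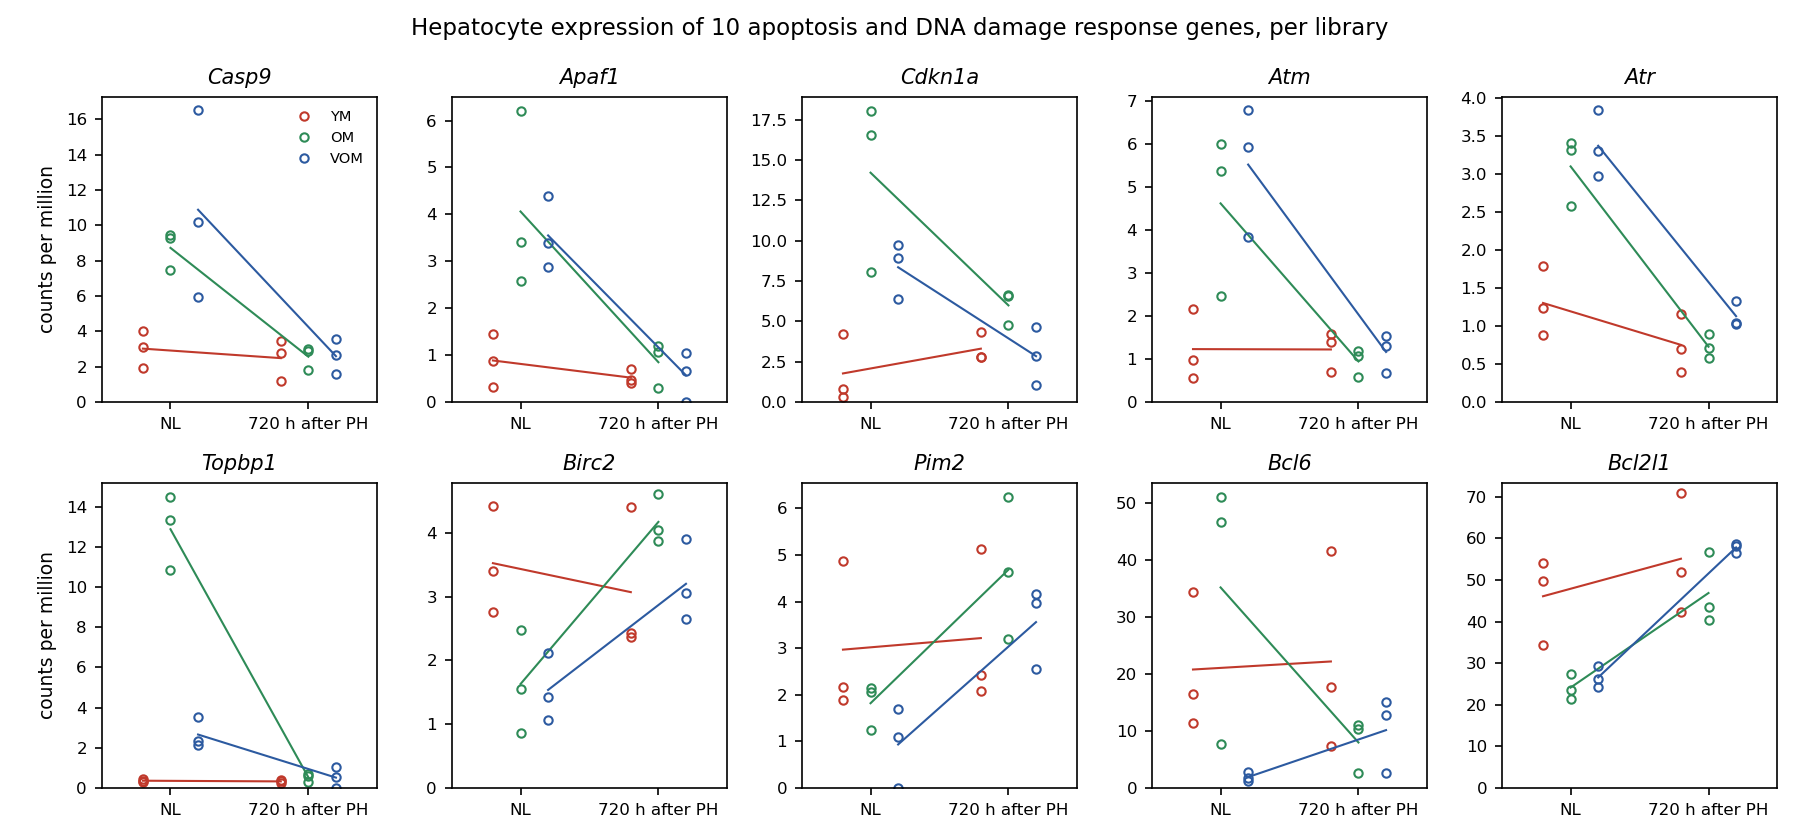
Levels (CPM) of Casp9, Apaf1, Cdkn1a, Atm, Atr, Topbp1, Birc2, Pim2, Bcl6 and Bcl2l1 (1 panel per gene, linear axis from 0) in hepatocytes of YM (red), OM (green) and VOM (blue) in normal liver and at 720 h after PH. Each circle is 1 library, 3 per group, and lines join the group means; Topbp1 in OM falls from a mean of 12.9 to 0.528, and Bcl6 rises in VOM but falls in OM.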

2010; Fester et al. 2022; Fox et al. 2003; Harper and Elledge 2007; Kiraz et al. 2016; Schimmer 2004; Warren et al. 2019), are reduced after PH in OM and VOM hepatocytes.

These data demonstrate that the gene expression profiles of hepatocytes in OM and VOM change significantly after the completion of liver regeneration compared to hepatocytes of normal livers, and become relatively similar, but not identical, to the gene expression profiles of hepatocytes of normal livers of YM; therefore, hepatocyte gene expression patterns specific to aged mice are eliminated by liver regeneration.

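For each gene that differed between YM NL and the older NL, the mean log2(CPM + 4) at 720 h was compared with the means in YM NL and in the older NL. At 720 h, 88.8% of the genes higher in OM NL and 76.6% of those lower were nearer the YM NL mean than the OM NL mean; single OM libraries at 720 h gave 85.2% to 89.0% and 70.6% to 74.8%. For VOM the shares were 85.3% of the higher and 75.8% of the lower genes, and 79.7% to 83.0% and 65.9% to 74.03% in single libraries. In simulated counts, 96.7% of the genes made to return and 0% of those made to stay were nearer YM NL. The simulation held no library mixes or batch correction, so it cannot show that a high share is specific to regeneration. For the higher and lower VOM genes, with all libraries scaled together, NL of old females, without PH, had shares of 86.4% and 79.2%. In NL of young females they were 46.6% and 42.9%, and in NL of very old females 42.8% and 47.2%. As a whole, the 720 h profiles of OM and VOM were 0.941 and 0.887 from YM NL (root mean square log2 difference per gene), 2.03 and 1.76 times the distance among replicates of the groups compared. Both were farther from YM NL than OM NL and VOM NL were before PH. Relative to the distance among replicates, the distance was larger than before PH for OM and about equal to it for VOM. These distances were not taken without the genes above the count limit. OM at 720 h had 32 such genes, VOM at 720 h 22 and YM NL 0. Whether the profiles moved away from YM NL apart from these genes therefore cannot be told. Over all labelled libraries the shares nearer YM NL were 88.3% and 75.4% for OM and 83.3% and 72.8% for VOM. Those libraries add YM NL 1X, 2X and 3X of mix 1, 1X of mix 10 and 4, and VOM NL 1X of mixes 16 and 23; the paper gives no reason for leaving them out.

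From the change of the OM and VOM profiles after regeneration, and from their similarity to those of YM NL without identity, the paper concludes that the expression patterns specific to aged mice are eliminated by liver regeneration.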

### 2.3 Classification of Aging‐Specific Hepatocyte Gene Expression Patterns Eliminated by Liver Regeneration

As described above, the gene expression profiles of hepatocytes in YM, OM, and VOM 720 h after PH transitioned to a state relatively close to that of hepatocytes in normal YM livers, but not exactly the same. Therefore, we next classified the identified aging‐specific genes into two categories: genes whose expression levels in the hepatocytes of OM and VOM at 720 h after PH were relatively similar to those in the hepatocytes of YM normal livers, and genes whose expression levels were different. Among the DEGs identified through comparative analysis of gene expression profiles between hepatocytes from the normal livers of YM and those from OM or VOM, 48.3% and 40.7% of the genes were highly expressed in the hepatocytes of OM and VOM, respectively, and 16.5% and 37.2% of the genes were less expressed in the hepatocytes of OM and VOM, respectively, shifting to expression levels relatively close to those of hepatocytes in normal livers of YM at 720 h after PH (Figures 3, S5a,b, and S6). In contrast, 50.3% and 58.9% of the genes were highly expressed in the hepatocytes of OM and VOM, respectively, and 81.7% and 60.7% of the genes were less expressed in the hepatocytes of OM and VOM, respectively, transitioning to somewhat different expression levels from those in the hepatocytes of normal YM livers at 720 h after PH (Figures 3, S5a,b, and S6). 

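The genes that differed between YM NL and VOM NL were grouped by k-means on z-scores over the 12 libraries of YM and VOM at NL and 720 h, into 3 clusters for the higher and 3 for the lower genes, and the cluster whose VOM mean at 720 h lay nearest its YM NL mean was counted as the similar one. For the higher genes this cluster held 777 of 1320 genes (58.9%), with mean z-scores of -0.45 in YM NL, 1.44 in VOM NL, -0.50 in YM at 720 h and -0.49 in VOM at 720 h. For the lower genes it held 289 of 774 (37.3%), with z-scores of 0.25, -1.31, 0.48 and 0.58. For OM, 4 clusters of higher genes and 3 of lower genes gave 332 of 1306 (25.4%) and 343 of 929 (36.9%). The shares depend on how the clusters fall. Another random seed gave 38.5% for the higher genes of OM, and z-scores over the 30 libraries of all times gave 11.1%. Over all labelled libraries, which add the YM NL and VOM NL libraries that the paper's list leaves out without a reason, the shares were 36.6% and 40.8% for OM and 9.92% and 45.2% for VOM, so that the similar cluster was the largest for the higher VOM genes only with the libraries of the paper's list.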

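The other clusters held 41.1% of the higher and 62.7% of the lower VOM genes, and 74.6% of the higher and 63.1% of the lower OM genes. For the higher OM genes this division is nearly a tie, since the OM mean at 720 h lay 0.0914 from the YM NL mean (in z-scores) in the similar cluster of 332 genes, 0.100 in that of 377 and 0.104 in that of 460. Among the higher VOM genes, the other clusters held 324 genes with mean z-scores of -0.53 in YM NL, 1.19 in VOM NL, -0.38 in YM at 720 h and -0.28 in VOM at 720 h, and 219 genes with -0.97, 0.77, -0.14 and 0.34. Among the lower VOM genes they held 280 genes with 0.50, -1.19, 0.68 and 0.010, and 205 genes with 1.05, -0.92, 0.07 and -0.20. In each of these clusters the mean at 720 h lay on the YM NL side of VOM NL.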

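The level of the genes that differed between YM NL and VOM NL was followed as a position, the median over these genes of where a library's log2(CPM + 4) lies between the YM NL mean (0) and the VOM NL mean (1). For the genes higher in VOM NL, the position was 0.00577 ± 0.0275 (SD, n = 3 libraries) in YM and 0.0474 ± 0.0241 in VOM at 44 h, 0.629 ± 0.0306 and 0.824 ± 0.0175 at 52 h, 0.552 ± 0.0876 and 0.687 ± 0.0405 at 96 h, and 0.0161 ± 0.00673 and 0.0709 ± 0.0141 at 720 h. For the genes lower in VOM NL, the position was 0.0132 ± 0.0246 (SD, n = 3 libraries) in YM and 0.0280 ± 0.0566 in VOM at 44 h, 0.704 ± 0.0482 and 0.767 ± 0.0125 at 52 h, 0.585 ± 0.0342 and 0.682 ± 0.0333 at 96 h, and 0.0403 ± 0.0375 and 0.210 ± 0.0457 at 720 h. Over both groups of genes, every library at 52 and 96 h lay above every library at 44 and 720 h (0.484 or more against 0.254 or less). In liver samples of YM after a sham operation, which the paper does not report, the mean position at 52 and 96 h was 0.5683, beside 0.619 after PH. Listed libraries at 44 h shared mixes with none of 52 or 96 h, and those at 52 and 96 h with none of YM NL, so that among these time and mix cannot be told apart. The ratio of a gene's log2 fold change between VOM and YM at each time to that in NL had a median of 0.0500 at 44 h, 0.129 at 52 h and 0.125 at 96 h over the DEGs of NL.

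**Figure D2:**
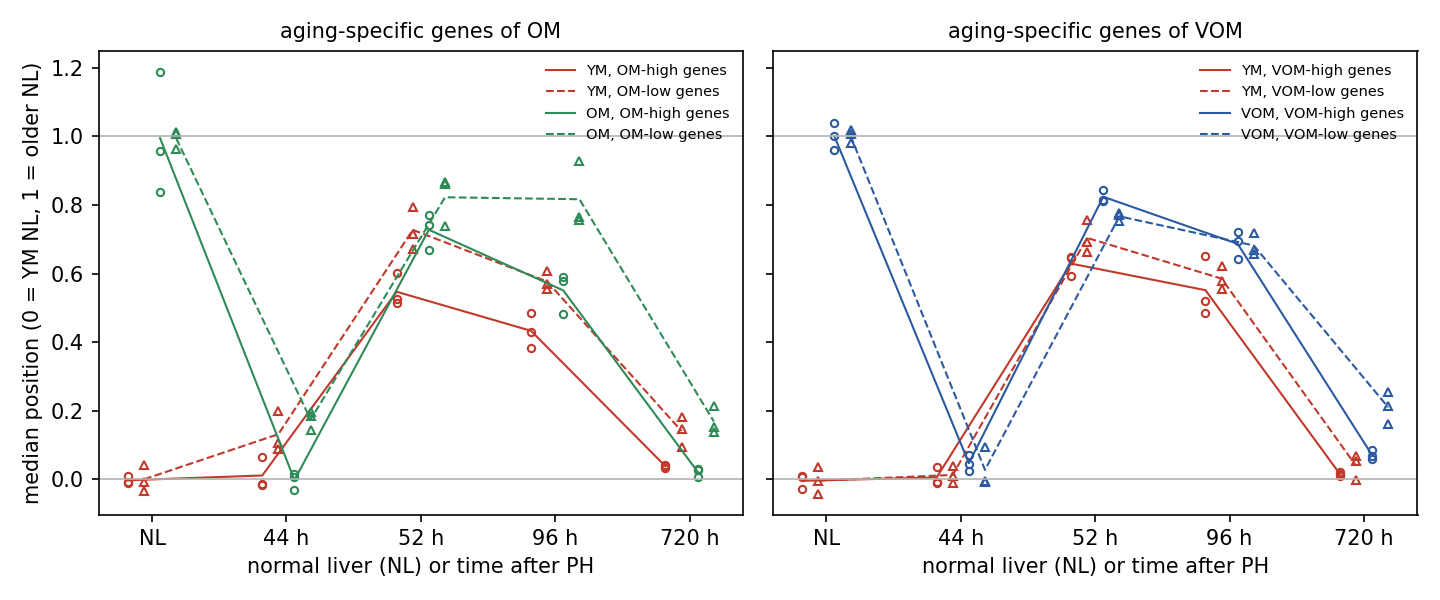
Median position of the aging genes between the YM NL mean (0) and the older NL mean (1) in NL and at 44, 52, 96 and 720 h after PH, for the genes of OM (left panel) and of VOM (right panel). Solid lines with circles are the genes higher in the older NL and dashed lines with triangles the lower genes, with the ages in the colours of the key; the group means at 44 and 720 h lie near YM NL and those at 52 and 96 h between YM NL and the older NL, from 0.433 to 0.824.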

The gene expression state at 720 h after PH in each of the classified clusters was already observed at 44 h after PH, and a temporary return to a gene expression state similar to that of hepatocytes in normal livers of OM and VOM was observed 52 and 96 h after PH in the livers of YM, OM, and VOM (Figures 4 and S5c,d).

**FIGURE 3:**
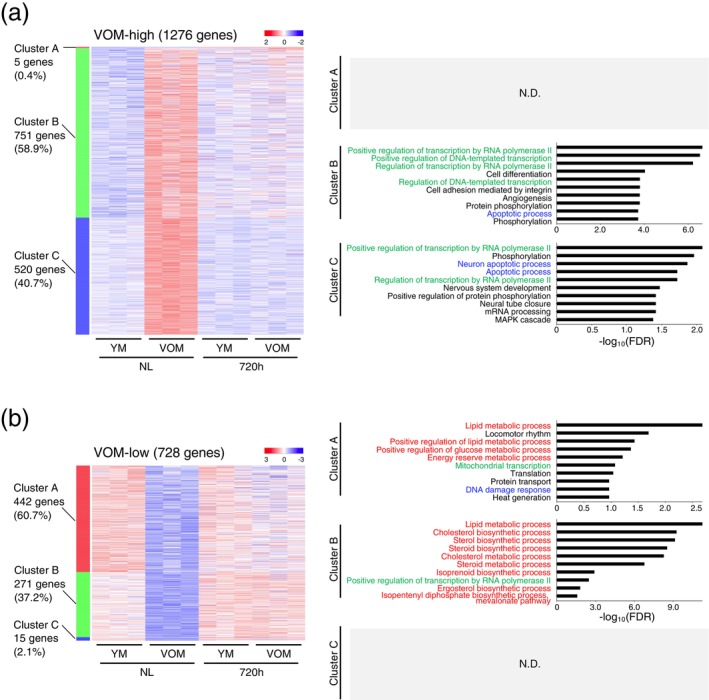
Changes in the expression of aging‐specific genes after completion of liver regeneration. (a, b) Heatmap images show changes at 720 h after PH in the expression of aging‐specific genes identified by comparing the gene expression profiles of hepatocytes isolated from normal liver (NL) of YM and VOM. For genes with higher (a) and lower (b) expression in NL of VOM compared to that of YM, they were classified into three clusters, respectively. Graphs at right depict the top‐ten most significantly enriched GO terms associated with genes in each cluster, as identified by DAVID. GO terms associated with metabolic processes, apoptosis and DNA damage responses, and transcriptional regulation are highlighted in red, blue, and green, respectively. N.D., not detected. Statistical differences were determined by Fisher's exact test.

**FIGURE 4:**
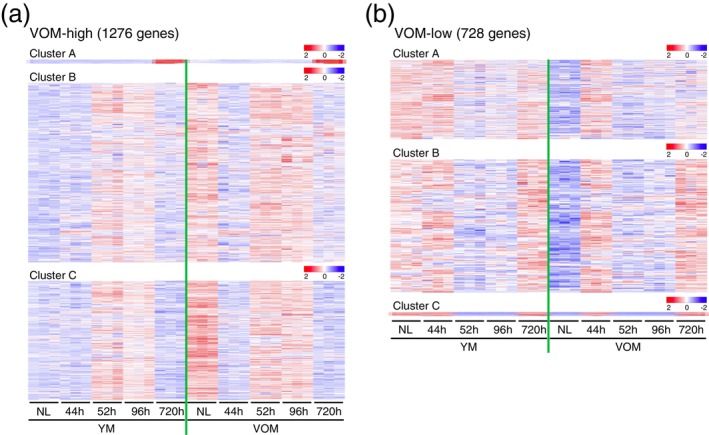
Sequential changes of aging‐specific gene expression during liver regeneration. (a, b) Heatmap images show sequential expression changes of aging‐specific genes classified into three clusters (see Figure 3), which were expressed at higher (a) or lower (b) levels in hepatocytes isolated from normal liver (NL) of VOM than those isolated from NL of YM. h, Hours.

Next, GOEA was performed on genes in each classified cluster. Among the genes that were more highly expressed in hepatocytes of normal OM and VOM livers than in those of YM normal livers, the expression levels of genes associated with transcriptional regulation, apoptosis, and DNA damage responses in the hepatocytes of YM, OM, and VOM at 720 h after PH were relatively similar to those in the hepatocytes of YM normal livers. In contrast, genes that showed partially different expression levels in hepatocytes of YM, OM, and VOM at 720 h after PH compared to those in normal livers of YM were mainly related to transcriptional regulation (Figures 3a and S5a). 

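Of the genes higher in the older NL that the paper names for these processes, Casp9, Apaf1, Cdkn1a, Atm, Atr and Topbp1, the median log2 fold change was 2.07 in OM NL and 1.99 in VOM NL against YM NL, and from NL to 720 h -2.12 in OM, -2.10 in VOM and -0.23 in YM. In YM at 720 h, Casp9 was at 2.48 ± 1.18 CPM (SD, n = 3), Atm at 1.22 ± 0.464 and Cdkn1a at 3.30 ± 0.898, beside 3.02 ± 1.04, 1.23 ± 0.836 and 1.77 ± 2.13 in YM NL. Of all genes higher in the older NL, 7.81% in OM and 5.30% in VOM still differed as DEGs between the older libraries at 720 h and YM NL, and over all labelled libraries, with the YM NL and VOM NL libraries that the paper's list leaves out without a reason, 11.7% and 9.29%. Leaving out each library in turn, the share of higher genes nearer YM NL than the older NL at 720 h was 87.2% to 90.3% in OM and 83.4% to 86.9% in VOM. The GO terms of the clusters were not analysed here.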

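Of the genes lower in the older NL than in YM NL, 11.8% in OM and 9.56% in VOM still differed as DEGs between the older libraries at 720 h and YM NL. Leaving out each library in turn, the share of these genes whose 720 h mean was nearer YM NL than the older NL was 74.3% to 84.0% in OM and 72.8% to 79.0% in VOM. The shares still differing were 18.6% in OM and 14.1% in VOM once the YM NL and VOM NL libraries that the paper's list leaves out without a reason were added.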

When focusing on genes that were less expressed in hepatocytes of OM and VOM normal livers than in those of YM normal livers, it was found that in hepatocytes of YM, OM, and VOM at 720 h after PH, there were genes whose expressions were increased to levels relatively similar to those of YM normal livers, and genes whose expression levels differed partially from those of YM normal livers, both of which contained a number of genes related to metabolic processes, including the lipid metabolic process (Figures 3b and S5b).

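Of the genes higher in the older NL, 342 of 1306 in OM and 475 of 1320 in VOM were not among the genes called lower at 720 h than in NL of the same age. Of the genes lower in the older NL, 379 of 929 in OM and 346 of 774 in VOM were not among those called higher at 720 h. A gene that was not called can have changed by less than the 3 libraries per group could show.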

The expression levels of genes whose expression increased with aging, including many genes related to transcriptional regulation, either decreased to levels comparable to those of hepatocytes in normal YM livers at 720 h after PH; or their expression levels do not decrease to levels comparable to those of hepatocytes in normal YM livers. These results suggest that hepatocytes in YM, OM, and VOM at 720 h after PH may share a common abnormality involving transcriptional regulation. On the other hand, genes related to metabolic processes whose expression decreases in hepatocytes with aging also include genes that rose to levels comparable to those in hepatocytes of YM, OM, and VOM normal livers at 720 h after PH, and genes that failed to rise to that level, suggesting that certain metabolic processes are abnormal in hepatocytes at 720 h after PH.

### 2.4 Aging‐Associated Metabolic Changes in Aged Mouse Liver Are Maintained After Liver Regeneration

Transcriptome analysis performed in this study revealed that the gene expression profiles of hepatocytes in YM, OM, and VOM at 720 h after PH transitioned to a state close to that of hepatocytes in the normal livers of YM, suggesting that reprogramming of gene expression profiles occurred after the completion of liver regeneration. 

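At 720 h the libraries of OM and VOM were at a mean distance of 0.682 from each other (root mean square difference in log2(CPM + 4) per gene), 1.06 times the distance among replicates. The mean distance among replicates rose from NL to 720 h, from 0.349 to 0.685 in VOM and from 0.586 to 0.606 in OM, so that a difference between profiles at 720 h is measured with less precision than one in NL.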

The expression of genes related to transcriptional regulation, apoptosis, and DNA damage responses, which increased with aging, decreased, whereas the expression of genes related to metabolic processes, which decreased with aging, increased. However, it is unclear whether these changes in gene expression levels actually lead to changes in the intracellular metabolic systems that control cellular functions and achieve metabolic reprogramming in the hepatocytes of OM and VOM at 720 h after PH. Thus, in this study, the normal livers of YM and VOM and their livers at 720 h after PH were collected for metabolomic analysis of hydrophilic and hydrophobic metabolites, respectively (Figure 5a).

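In NL, 3 of the 10 DNA damage response genes of Figure S2c were higher in OM than in YM and 4 in VOM. Of the genes that restrain apoptosis and DNA damage responses (Birc2, Pim2, Bcl6 and Bcl2l1), 3 of 4 were lower in VOM NL than in YM NL and 1 of 4 in OM NL; no p is given for either group as a set, since the paper named all or some of its genes from these data.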

**FIGURE 5:**
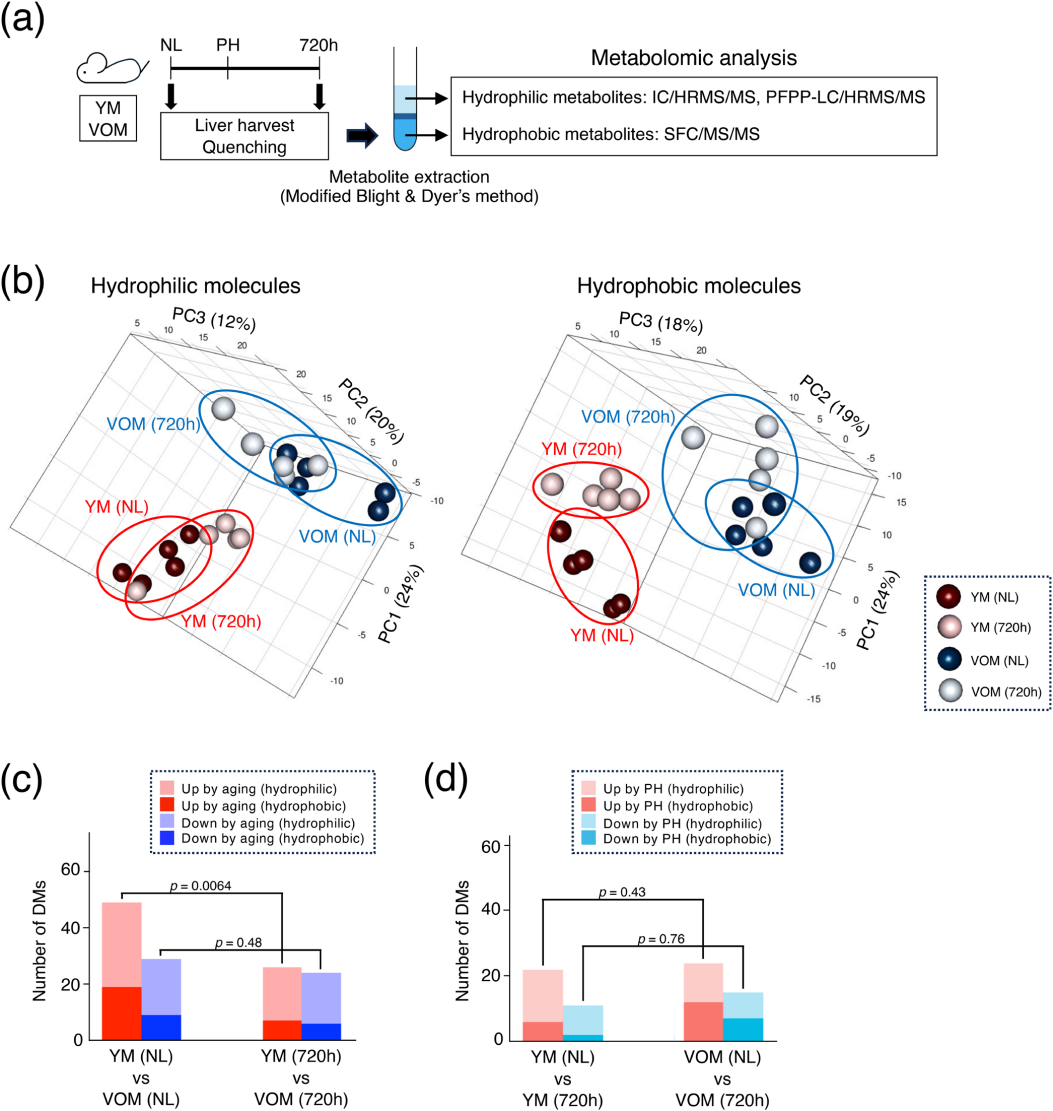
Metabolic changes that occur in aged mouse liver are maintained after liver regeneration. (a) Schematic diagram of experimental procedures. Metabolome analysis targeting both hydrophilic and hydrophobic metabolites was conducted for normal liver (NL) of YM and VOM and their livers at 720 h after PH. At each analysis point, five mice each from YM and VOM groups were analyzed. (b) PCA was conducted for NL of YM and VOM and their livers at 720 h after PH using the data of metabolome analysis. (c, d) The graphs show the number of DMs identified by comparing the metabolome profiles of NL of YM and VOM and from their livers at 720 h after PH, respectively (c), and those of NL of YM or VOM and their livers at 720 h after PH, respectively (d). Statistical differences were determined by chi‐squared test.

In the PCA of metabolites, the profiles of hydrophilic and hydrophobic metabolites obtained from the normal livers of YM and VOM were very different, suggesting that the types of metabolites changed significantly with changes in cellular status due to aging (Figure 5b). In contrast, the profiles of hydrophilic and hydrophobic metabolites obtained from the livers of YM and VOM at 720 h after PH were similar to those of their respective normal livers. These data demonstrated that the types of metabolites altered by aging did not change significantly from those of the normal liver, even after liver regeneration was completed (Figure 5b).

The number of differential metabolites (DMs) identified by comparing the livers of YM and VOM revealed that the number of metabolites increased by aging was reduced to about half in the regenerated liver at 720 h after PH; whereas, the number of metabolites decreased by aging remained unchanged at 720 h after PH (Figure 5c). In contrast, the numbers of DMs that showed increased or decreased levels at 720 h after PH were similar between YM and VOM when compared to their respective normal livers (Figure 5d). Among the DMs that increased or decreased in the liver of VOM with aging, hydrophilic metabolites such as fructose 1,6‐bisphosphate (FBP), a metabolite involved in the rate‐limiting step of glycolysis, and betaine and phosphocholine, which are involved in the phospholipid metabolic pathway, as well as hydrophobic metabolites such as triglycerides (TG) and phospholipids of specific molecular weights, tended to be maintained even at 720 h after PH (Figure 6).

**FIGURE 6:**
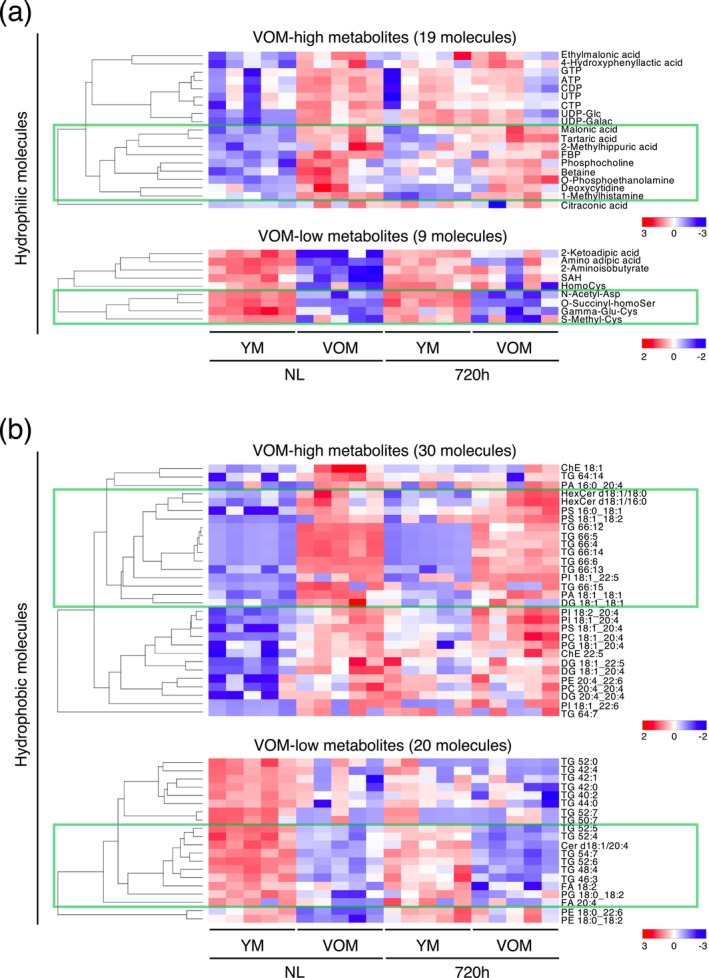
Many of the metabolites that are increased or decreased in aged mouse liver remain unchanged after liver regeneration. (a, b) Heatmap images show changes at 720 h after PH in the aging‐specific hydrophilic (a) and hydrophobic (b) metabolites identified by comparing the metabolome profiles of normal liver (NL) of YM and VOM. Metabolites with more or less in NL of VOM than in that of YM are shown separately. Metabolites indicated in green squares are DMs identified between NL of YM and VOM that were specifically maintained 720 h after PH.

These data demonstrated that the changes in the intracellular metabolic systems that occur in the liver with aging are largely maintained after the completion of liver regeneration. Thus, although reprogramming of gene expression profiles is observed in the livers of aged mice after the completion of liver regeneration, reprogramming of the metabolic systems that control cellular functions does not occur. While the detailed mechanism remains unclear, one possible explanation is that the genes encoding proteins involved in intracellular metabolic pathways are subject to post‐transcriptional regulation, leading to changes in the abundance of these proteins. To examine this possibility, we focused on the phosphatidylcholine metabolic pathway, a representative lipid metabolism pathway, and analyzed age‐related and post‐regeneration changes in the expression levels of proteins associated with this pathway.

Metabolomic analysis revealed that the level of phosphocholine, an intermediate metabolite in the phosphatidylcholine metabolic pathway, was elevated in the liver of VOM and remained high 720 h after PH (Figure S7a). The abundance of phosphocholine is regulated by enzymes involved in its synthesis and metabolism, including choline kinase α (CHKA) and β (CHKB), which synthesize phosphocholine, and choline‐phosphate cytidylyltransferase (CCT) A (PCYT1A) and B (PCYT1B), which metabolize phosphocholine. 

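Pcyt1a (ENSMUSG00000005615, chromosome 16, 32430921 to 32475070 of GRCm38) was at 30.7 ± 1.03 CPM (SD, n = 3) in YM NL, 32.3 ± 3.18 in VOM NL, 32.6 ± 7.57 in YM at 720 h after PH and 41.9 ± 8.49 in VOM at 720 h. The log2 fold change was 0.086 (standard error 0.17, adjusted p = 0.740, edgeR) between VOM NL and YM NL, 0.35 (standard error 0.17, adjusted p = 0.121, edgeR) from NL to 720 h in VOM, and 0.096 (standard error 0.17, adjusted p = 0.906, edgeR) in YM. Over the alternatives the adjusted p from NL to 720 h in VOM ranged from 0.0413 to 0.554 (edgeR or DESeq2), so that some of them gave a value under 0.1. The libraries labelled YM NL that the paper's list leaves out without a reason gave 36.3, 32.8, 36.04, 35.4 and 35.8 CPM (1X, 2X and 3X of mix 1, 1X of mix 10, and 4), and those of VOM NL 40.4 and 36.2 CPM (1X of mixes 16 and 23); with them the log2 fold changes were 0.11, 0.36 and 0.13. Pcyt1b is not among the genes of the authors' table.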

Transcriptomic analysis showed that the expression of *Pcyt1a* in hepatocytes remained unchanged with aging or liver regeneration, and *Pcyt1b* expression was not detected. 

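Chka (ENSMUSG00000024843, chromosome 19, 3851773 to 3894369 of GRCm38) was higher in VOM NL than in YM NL by a log2 fold change of 1.88 (standard error 0.50, adjusted p = 0.00387, edgeR), and lower at 720 h after PH than in NL in VOM, by -1.69 (standard error 0.58, adjusted p = 0.0245, edgeR). In YM its log2 fold change from NL to 720 h was 0.26 (standard error 0.61, adjusted p = 0.936, edgeR), and at 720 h VOM and YM differed by -0.072 (standard error 0.69). The adjusted p of the fall in VOM ranged over the alternatives from 0.00319 to 0.154 (edgeR or DESeq2), so that leaving out 1 library could remove the call. Chkb (ENSMUSG00000022617, chromosome 15, 89426360 to 89429908) had log2 fold changes of 0.78 (standard error 0.54, adjusted p = 0.282, edgeR) between VOM NL and YM NL, -0.40 (standard error 0.64, adjusted p = 0.684, edgeR) from NL to 720 h in VOM and 0.29 (standard error 0.66, adjusted p = 0.932, edgeR) in YM. Chkb had 3 to 16 counts per library in VOM NL and at most 3 at 720 h in VOM, so that a fall smaller than this depth can show was not detectable. With all labelled libraries, adding those of YM NL and VOM NL that the paper's list leaves out without a reason, the log2 fold changes were 1.86 and -1.68 for Chka and 0.84 and -0.38 for Chkb. The listed NL libraries of YM and of VOM came from one mix each and those at 720 h from others, so that among these mix and condition cannot be told apart.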

The expression of *Chka* increased with aging and decreased after liver regeneration, while *Chkb* expression was unaffected by either condition (Figure S7a). In contrast, western blotting analysis revealed that the protein levels of PCYT1A and CHKA decreased with aging and liver regeneration, whereas CHKB levels remained unchanged (Figure S7b,c). Although the reduction in CHKA could lead to decreased production of phosphocholine, the metabolic step catalyzed by CCT (PCYT1A and PCYT1B) is considered the rate‐limiting step in the pathway (Cornell and Ridgway 2015). Thus, the decrease in PCYT1A may have a more significant impact than the reduction of CHKA, potentially contributing to the observed increase in phosphocholine levels with aging and its maintenance after regeneration. These findings suggest that intracellular metabolism is tightly regulated by multiple proteins involved in complex metabolic pathways, and the abundance of these proteins can be controlled post‐transcriptionally. As a result, aging‐associated metabolic changes occurring in the liver may not be reset after the completion of liver regeneration, suggesting that the aging state of the liver is maintained.

## 3 Discussion

In this study, we performed PH in YM, OM, and VOM and analyzed changes in gene expression over time during subsequent liver regeneration. The manner of liver regeneration in young and old mice differed significantly, indicating that aging causes a delay in liver regeneration and the extent of this delay increases as aging progresses. Although the gene expression changes in hepatocytes caused by aging are remarkable, these age‐specific gene expression patterns quickly resolve in the early stages of liver regeneration after PH, regardless of the degree of aging. The gene expression profiles of hepatocytes in the livers of young and old mice changed significantly during liver regeneration, while they remained similar. Even after the completion of liver regeneration, hepatocytes in the livers of young and old mice exhibited similar gene expression profiles, which were relatively close to the gene expression profiles of hepatocytes in the normal livers of young mice. The majority of aging‐specific gene expression patterns were resolved after the completion of liver regeneration, suggesting that the metabolic state of the liver, which is altered by aging, may also exhibit a rejuvenating phenotype. However, the aging‐specific intracellular metabolic states detected in the livers of old mice did not necessarily lead to a rejuvenated metabolic state, even though the expression levels of genes associated with these metabolic pathways approached those in the hepatocytes of young mice.

Among the genes with aging‐specific expression patterns in the hepatocytes of old mice, there were genes whose expression levels changed to levels similar to those of the hepatocytes of young mice after the completion of liver regeneration, and genes whose expression levels approached but did not reach the same levels as those of the hepatocytes of young mice. Genes that showed expression levels close to those of young mouse hepatocytes accounted for approximately 30% of the total, suggesting that incomplete reprogramming of the gene expression state may prevent the recovery of metabolic function after the completion of liver regeneration. Another possible reason is the effect of aging on metabolic enzyme activities and translation inhibition caused by abnormal RNA modifications, which are known to contribute to mRNA splicing, nuclear export, transcript stability, and translation efficiency (Schmucker 2005; Shi et al. 2020). Aberrant RNA modifications may be implicated in the pathogenesis of age‐related diseases associated with metabolic syndromes, including cardiovascular disease and type 2 diabetes (Matsumura et al. 2023; McMahon et al. 2021). Another possibility is an increase in mitochondrial stress caused by ROS owing to reduced mitochondrial function in the hepatocytes of old mice (Miwa et al. 2022). Compared to the hepatocytes of young mice, the hepatocytes of old mice and those of young mice in which oxidative stress is induced by hydrogen peroxide treatment are known to enhance glucose and cholesterol uptake, and the secondary ROS generated promote fat accumulation in hepatocytes, thereby affecting liver metabolism (Seo et al. 2019). Because of these various factors, even if age‐specific gene expression signatures of hepatocytes are eliminated by liver regeneration, intracellular metabolic functions that change with aging are not reset by liver regeneration, and the aging state of the liver may not be restored.

This study revealed that the gene expression state in the livers of aged mice is flexibly altered by liver regeneration, whereas the metabolic state is robust, indicating that the aging state of the liver is not eliminated by the induction of regeneration. This finding is important for understanding the relationship between aging and liver regeneration, and can be used to elucidate the causes of the observed increased incidence of liver diseases with aging.

## 4 Methods

### 4.1 Mice

Young (11–14 week‐old), old (60 week‐old), and very old (100 week‐old) C57BL/6 mice (CLEA Japan) were used. The mice were bred in an environment maintained at a temperature of 22°C ± 4°C and a relative humidity of 60%, under a 12 h light/dark cycle (light: 08:00–20:00, dark: 20:00–08:00). The Animal Experiment Committee of Kyushu University approved the experimental protocol. All animals were provided with appropriate care, and the study was conducted in compliance with facility guidelines.

### 4.2 PH

Mice were anesthetized using isoflurane (Wako). The body surfaces of the mice were disinfected with ethanol, and a midline abdominal incision was made to expose the liver. The left and median lobes of the liver were ligated using 4‐0 silk sutures and subsequently resected. After resection, the abdominal incision was closed with 4‐0 silk sutures using the knotting technique. All surgeries were performed between 08:00 and 12:00.

### 4.3 Isolation of Hepatocytes

Hepatocytes were isolated from mouse livers using a two‐step collagenase digestion procedure (Seglen 1979). The mice were anesthetized with isoflurane, and their body surfaces were disinfected with ethanol. Laparotomy was performed, and a 22G Surflo (Terumo) catheter was inserted into the inferior vena cava. Thoracotomy was then performed, and the superior vena cava was clamped with a clip. To facilitate perfusion, the portal vein was severed with scissors to allow the perfusion solution injected via the catheter to flow from the inferior vena cava through the liver to the portal vein. The liver was perfused with a pre‐perfusion solution (10 mM HEPES, 5 mM glucose, 137 mM NaCl, 5.4 mM KCl, 4.2 mM NaHCO_3_, 0.85 mM Na_2_HPO_4_, 0.5 mM NaH_2_PO_4_, 0.5 mM EGTA), followed by perfusion with a solution of collagenase (Wako) at a concentration of 500 mg/L in Hank's balanced salt solution. After the two‐step perfusion, the liver was excised using surgical scissors, carefully dissected from the surrounding tissues, and minced in a sterile petri dish on ice. The hepatocytes were suspended in Hanks' balanced salt solution, filtered twice through sterile gauze, and centrifuged at 50× *g* for 1 min at 4°C. Non‐parenchymal cell fractions and impurities were removed from the supernatant, and hepatocyte pellets were collected. The isolated hepatocytes were washed four times with Hank's balanced salt solution and re‐isolated by centrifugation under the same conditions.

### 4.4 Fluorescent Immunostaining

To evaluate the proliferative potential of mouse hepatocytes, BrdU (Nacalai Tesque) was administered intraperitoneally at 50 mg/kg body weight 1 h before liver tissue collection. Paraffin sections of liver tissues were prepared for immunofluorescence staining as described previously (Miura and Suzuki 2017). Briefly, collected liver tissues were fixed in zinc formalin (Polysciences), dehydrated with graded ethanol and xylene, embedded in paraffin, and sectioned. The sections were deparaffinized, hydrated, and subjected to antigen retrieval by microwave heating in 0.01 M citrate buffer (pH 6.0). After washing with phosphate‐buffered saline (PBS), the sections were blocked with Block Ace (DS Pharma Biomedical). They were then incubated with primary antibodies including mouse anti‐BrdU (1:200; Amersham), guinea pig anti‐CK8/18 (1:500; Progen), and rabbit anti‐γH2AX (phospho S139) (1:2000; Abcam) antibodies. Following PBS washes, Alexa Fluor 488‐conjugated anti‐mouse IgG (1:2000; Thermo Fisher Scientific), Alexa Fluor 555‐conjugated anti‐guinea pig IgG (1:1000; Thermo Fisher Scientific), and Alexa Fluor 555‐conjugated anti‐rabbit IgG (1:2000; Thermo Fisher Scientific) antibodies were used as secondary antibodies. DNA was stained with DAPI (Wako).

### 4.5 Transcriptomic Analysis

Total RNA was extracted from hepatocytes freshly isolated from mouse livers using ISOGEN II (Nippon Gene) and purified using the RNeasy MinElute Cleanup Kit (Qiagen). To perform 3'UTR‐seq, a CEL‐seq2 method, we prepared a 3'UTR‐seq library and carried out sequencing using previously described procedures (Hashimshony et al. 2016; Inada et al. 2020). CEL‐seq2 was originally developed as a single‐cell RNA‐seq method (Hashimshony et al. 2016), but it is also available as an RNA‐seq method for cell populations (Goya et al. 2022; Inada et al. 2020; Miura et al. 2024). Initially, mRNA was reverse‐transcribed into cDNA using a SuperScript II Double‐Stranded cDNA Synthesis Kit (Thermo Fisher Scientific). The primers included a T7 promoter sequence, unique molecular identifiers (UMIs), sample‐specific barcodes, and a dT_n_ sequence to capture the poly(A) tail of the mRNA. The resulting cDNA served as a template for in vitro transcription using a T7 promoter to produce antisense RNA. The RNA was purified using RNAClean XP beads (Beckman Coulter), fragmented, and used for random priming and reverse transcription with random hexamers containing Illumina 3 adapter sequences. Next, a next‐generation sequencing (NGS) library was prepared using PCR amplification. The NGS libraries were size‐selected and purified using AMPure XP beads (Beckman Coulter), quantified, and quality‐checked using a BioAnalyzer 2100 (Agilent Technologies) using a High Sensitivity DNA Analysis Kit (Agilent Technologies), and further validated using a NEBNext Library Quant Kit for Illumina (New England Biolabs). Sequencing was performed using the Illumina HiSeq 1500 or NovaSeq 6000 NGS platforms.

### 4.6 Transcriptome Data Analysis

Raw data (FASTQ files) were mapped to the mouse reference genome (Ensembl GRCm38) using the yanailab/celseq2 pipeline and converted to UMI counts for each gene (Grün et al. 2014; Hashimshony et al. 2016). Next, using a method described by Grün et al. (2014), we analyzed transcriptome counts with a binomial distribution. In this method, if the UMI count reaches its maximum value of 4096, the transcriptome count diverges to infinity and is impossible to calculate. Therefore, we set the UMI count to 4096 for at least one sample. Specifically, the genes *Fga*, *Mt‐Rnr2*, *Mt‐Nd4*, *Mt‐Cytb*, *Mup14*, *Mup20*, *Mup8*, *Mup13*, and *Mup15* were excluded from analysis. We then filtered out low‐expression genes and performed batch correction of transcriptome counts between datasets using ComBat‐Seq (Zhang et al. 2020). Normalization and PCA were performed for batch‐corrected transcriptome data using the default settings of iDEP (v.0.96) (Ge et al. 2018). 2D and 3D plots were generated using R (v.4.1.1) with the R packages ggplot2 (v.3.4.2) and rgl (v.1.1.3), respectively. DEGs were detected using the default settings in iDEP (v.0.96), and GOEA of DEGs was conducted using the Database for Annotation, Visualization, and Integrated Discovery (DAVID; v2023q4) (Huang et al. 2009; Sherman et al. 2022). Clustering of DEGs was performed using the k‐means clustering function in the R package stats (v.4.4.1). The number of DEGs, their expression levels, and GOEA results were visualized using ggplot2 (v.3.4.2). Venn diagrams of DEGs were created using the R package Eulerr (v.7.0.0). Gene expression changes associated with aging, or those observed before and after PH, were mapped to KEGG pathways using iDEP (v.0.96) with default settings (Ge et al. 2018; Kanehisa and Goto 2000; Kanehisa et al. 2021; Weijun and Cory 2013). The analysis utilized the KEGG pathway maps: “Cholesterol metabolism,” “Steroid biosynthesis,” and “Basal transcription factors”.

### 4.7 Metabolomic Analysis

After euthanasia by cervical dislocation, the liver was excised within 3 min, placed in a 3 mL freezing and crushing tube, quenched in liquid nitrogen, and stored at −80°C. Frozen liver tissue was crushed using a multi‐bead shocker MB3200 (Yasui Kikai). Metabolite extraction was performed using the Bligh and Dyer method (Bligh and Dyer 1959) with certain modifications. Briefly, 20 ± 2 mg of frozen and pulverized liver tissue was placed in a 2 mL microtube and mixed with 970 μL of methanol, 10 μL of internal standard (IS) solution A (Mouse SPLASH Lipidomix Mass Spec Standard; Avanti Polar Lipids) containing phosphatidylcholine (PC) 15:0/[^2^H_7_]18:1 (1.0 nmol), phosphatidylethanolamine (PE) 15:0/[^2^H_7_]18:1 (0.070 nmol), phosphatidylserine (PS) 15:0/[^2^H_7_]18:1 (0.20 nmol), phosphatidylglycerol (PG) 15:0/[^2^H_7_]18:1 (0.050 nmol), phosphatidylinositol (PI) 15:0/[^2^H_7_]18:1 (0.20 nmol), phosphatidic acid (PA) 15:0/[^2^H_7_]18:1 (0.10 nmol), lysophosphatidylcholine (LPC) [^2^H_7_]18:1 (0.45 nmol), lysophosphatidylethanolamine (LPE) [^2^H_7_]18:1 (0.020 nmol), cholesteryl ester (ChE) [^2^H_7_]18:1 (2.5 nmol), diacylglycerol (DG) 15:0/[^2^H_7_]18:1 (0.15 nmol), triacylglycerol (TG) 15:0/[^2^H_7_]18:1/15:0 (0.35 nmol), and sphingomyelin (SM) d18:1/[^2^H_9_]18:1 (0.20 nmol), IS solution B (Avanti Polar Lipids) containing ceramide (Cer) d[^2^H_7_]18:1/15:0 (0.10 nmol), hexosylceramide (HexCer) d[^2^H_5_]18:1/18:1 (0.10 nmol), free fatty acid (FA) [^13^C_16_]16:0 (0.10 nmol), monoacylglycerol (MG) [^2^H_7_]18:1 (1.0 nmol), and [^2^H_7_]cholesterol (3.0 nmol), and IS solution C containing 10‐camphorsulfonic acid (1.5 nmol). The mixture was then vortexed for 1 min and sonicated for 5 min. To precipitate the proteins, methanol extracts were incubated on ice for 5 min. After centrifugation at 16,000× *g* for 5 min at 4°C, the supernatant was collected, and protein concentrations in the pellet were determined using a Pierce BCA Protein Assay Kit (Thermo Fisher Scientific). To facilitate phase separation, 400 μL of chloroform and 320 μL of water were added to 400 μL of the supernatant, followed by centrifugation at 16,000× *g* for 5 min at 4°C. The aqueous (upper) phase was collected, vacuum‐dried, and stored at −80°C until hydrophilic metabolite analysis. The dried samples were reconstituted in 50 μL of water before analysis. The organic (lower) phase was dried under nitrogen gas and stored at −80°C until lipidomic analysis. Before lipidomic analysis, the dried sample was reconstituted in 100 μL of methanol/chloroform (1/1, *v*/*v*). Hydrophilic metabolites were analyzed using two platforms: (1) Anionic polar metabolites (i.e., organic acids, nucleotides etc.) were analyzed via ion chromatography (IC) using a Dionex ICS‐5000^+^ HPIC system (Thermo Fisher Scientific) with a Dionex IonPac AG11‐HC‐4 μm guard column (2 mm i.d. × 50 mm, 4 μm particle size, Thermo Fisher Scientific) and a Dionex IonPac AS11‐HC‐4 μm column (2 mm i.d. × 250 mm, 4 μm particle size, Thermo Fisher Scientific) coupled with a Q Exactive, high‐performance benchtop quadrupole Orbitrap high‐resolution tandem mass spectrometer (Thermo Fisher Scientific) [IC/high‐resolution mass spectrometry (HRMS)/mass spectrometry (MS)] (Fushimi et al. 2020). (2) Cationic polar metabolites (i.e., amino acids, bases, nucleosides, etc.) were analyzed via liquid chromatography (LC) (Nexera X2 UHPLC system, Shimadzu) with a Discovery HS F5 column (2.1 mm i.d. × 150 mm, 3 μm particle size; Merck) coupled with a Q Exactive instrument (pentafluorophenylpropyl‐LC/HRMS/MS) (Fushimi et al. 2020). Both platforms were controlled using LabSolutions v.5.99 SP2 (Shimadzu) and Xcalibur v.4.2.47 (Thermo Fisher Scientific). Hydrophobic metabolites (i.e., lipids, etc.) were analyzed via supercritical fluid chromatography using a Nexera UC system (Shimadzu) equipped with an ACQUITY UPC2 Torus diethylamine column (3.0 mm i.d. × 100 mm, 1.7 μm particle size; Waters) coupled with a triple quadrupole mass spectrometry (LCMS‐8060; Shimadzu) (supercritical fluid chromatography/MS/MS) in multiple reaction monitoring (MRM) mode (Takeda et al. 2018). The analytical platform for lipidomic analysis was controlled using LabSolutions version 5.99 SP2.

### 4.8 Metabolome Data Analysis

Hydrophilic metabolites were identified by comparing the retention time (RT), HRMS, and HRMS/MS spectra of the samples with those of authentic standards analyzed under identical conditions (Sumner et al. 2007). Quantitative analysis of hydrophilic metabolites was conducted by normalizing the peak areas relative to the IS (10‐camphorsulfonic acid) and correcting for the total protein content of each sample. Hydrophobic metabolites were identified based on the RT and specific MRM transitions for each molecule (Takeda et al. 2018). Absolute quantification of hydrophobic metabolites was performed by calculating the ratio of the peak area of the stable isotope‐labeled IS for each lipid class to the peak area of the analyte, with subsequent correction for total protein content. Data were processed using Multi‐ChromatoAnalysT v.1.3.4.0 (BeForce) and Cascade v.1.1 (Reifycs). The resulting data matrix of quantitative values for hydrophilic and hydrophobic metabolites was subjected to PCA using MetaboAnalyst 6.0 (Pang et al. 2024). Normalization was performed with the following settings: sample normalization as “Normalization by median,” data transformation as “Log transformation,” and data scaling as “Auto scaling.” Plots were generated using the R software packages rgl (v.0.99.16), ggplot2 (v.3.4.2), and gplot (v.3.1.3).

### 4.9 Western Blotting and Protein Quantification

To analyze protein expression, whole cell lysates were prepared as follows: around 10^6^ hepatocytes freshly isolated from mouse livers were lysed in RIPA buffer containing protease inhibitors, with passaging through a 25G needle on ice. After determining protein concentrations with a BCA Protein Assay Kit (Pierce), the cell lysates were denatured with 2× SDS loading buffer at 95°C for 5 min. Then, electrophoresis was performed using 10% (*w*/*v*) SDS‐polyacrylamide gels, and 7.5 μg of total protein per well was loaded. Proteins were transferred to a polyvinylidene difluoride membrane (GE Healthcare) using a Trans‐Blot Turbo transfer system (Bio‐Rad). Subsequently, the blots were probed with primary antibodies, including rabbit anti‐PCYT1A (1:1000; Bioworld), rabbit anti‐CHKA (1:1000; Bioworld), mouse anti‐CHKB (1:1000; Santa Cruz Biotechnology), and mouse anti‐β‐actin (1:10,000; Abcam; horseradish peroxidase [HRP]‐conjugated) antibodies, after blocking with 5% (*w*/*v*) skim milk (Difco) in Tris‐buffered saline containing 0.1% (*v*/*v*) Tween‐20 (Nacalai Tesque) (TBS‐T). After washing several times with TBS‐T, the membranes were incubated with HRP‐conjugated secondary antibodies (1:2000; Abcam) specific to the species of the primary antibodies, except for β‐actin. Detection was performed with ECL Prime Western Blotting Detection Reagent (GE Healthcare) and an ImageQuant 800 system (Cytiva). Images were acquired in 24‐bit TIFF format and imported into Fiji software for quantification. Band intensities of each protein were measured, and the resulting signal values were normalized to the corresponding β‐actin signal.

### 4.10 Statistics and Reproducibility

The statistical significance of BrdU uptake into hepatocytes and the LW/BW ratio was assessed using one‐way analysis of variance followed by Dunnett's test. Kaplan–Meier survival curves were analyzed using the Bonferroni method. Statistical differences in GOEA data and the number of DEGs and DMs were determined using Fisher's exact test and chi‐squared test, respectively. Statistical analysis for protein expression data was performed using one‐way ANOVA for multiple comparisons, followed by Tukey's honestly significant difference test as a post hoc analysis. A *p*‐value of < 0.05 was considered statistically significant. The tissue images presented in the Figures were obtained from at least three independent experiments, and representative images are shown.

## Author Contributions

R.M., K.H., S.M., S.T., J.S., M.T., Y.I., and T.B. performed the experiments, collected the data, and conducted data analyses. A.S. contributed to the conception, design, and overall project management. R.M., K.H., and A.S. wrote the paper.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1:** acel70197‐sup‐0001‐FigureS1.pdf.

## Data Availability

All datasets, including the processed and batch‐correlated count matrix data, have been deposited in the Gene Expression Omnibus (GEO) database under the accession number GEO: GSE282210. In this study, we used batch‐corrected data from the matrix with the following column names: YM samples: YM_Ctrl_1_mix7, YM_Ctrl_2_mix7, YM_Ctrl_3_mix7, YM_44h_1_mix24, YM_44h_2_mix24, YM_44h_3_mix26, YM_52h_1_mix14, YM_52h_2_mix18, YM_52h_3_mix18, YM_4d_1_mix15, YM_4d_2_mix21, YM_4d_3_mix21, YM_1m_1_mix25, YM_1m_2_mix25, and YM_1m_3_mix27. OM samples: OM_Ctrl_1_mix16, OM_Ctrl_2_mix16, OM_Ctrl_3_mix16, OM_44h_1_mix24, OM_44h_2_mix24, OM_44h_3_mix26, OM_52h_1_mix16, OM_52h_2_mix17, OM_52h_3_mix23, OM_4d_1_mix16, OM_4d_2_mix20, OM_4d_3_mix20, OM_1m_1_mix25, OM_1m_2_mix25, and OM_1m_3_mix27. VOM samples: VOM_Ctrl_1_mix8, VOM_Ctrl_2_mix8, VOM_Ctrl_3_mix8, VOM_44h_1_mix24, VOM_44h_2_mix24, VOM_44h_3_mix26, VOM_52h_1_mix9, VOM_52h_2_mix9, VOM_52h_3_mix22, VOM_4d_1_mix13, VOM_4d_2_mix13, VOM_4d_3_mix19, VOM_1m_1_mix25, VOM_1m_2_mix25, and VOM_1m_3_mix27. All other data supporting the results presented herein are available within the article and Supporting Information and from the corresponding author upon reasonable request.

## References

[acel70197-bib-0001] Bligh, E. G. , and W. J. Dyer . 1959. “A Rapid Method of Total Lipid Extraction and Purification.” Canadian Journal of Biochemistry and Physiology 37, no. 8: 911–917. 10.1139/o59-099.13671378

[acel70197-bib-0002] Bucher, N. R. , M. N. Swaffield , and A. F. Ditroiaf . 1964. “The Influence of Age Upon the Incorporation of Thymidine‐2‐C14into the DNA of Regenerating Rat Liver.” Cancer Research 24: 509–512.14147827

[acel70197-bib-0003] Chishti, M. A. , N. Kaya , A. B. Binbakheet , F. Al‐Mohanna , M. H. Goyns , and D. Colak . 2013. “Induction of Cell Proliferation in Old Rat Liver Can Reset Certain Gene Expression Levels Characteristic of Old Liver to Those Associated With Young Liver.” Age 35, no. 3: 719–732. 10.1007/s11357-012-9404-z.22477361 PMC3636416

[acel70197-bib-0004] Cornell, R. B. , and N. D. Ridgway . 2015. “CTP:Phosphocholine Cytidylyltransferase: Function, Regulation, and Structure of an Amphitropic Enzyme Required for Membrane Biogenesis.” Progress in Lipid Research 59: 147–171. 10.1016/j.plipres.2015.07.001.26165797

[acel70197-bib-0005] Duy, C. , J. J. Yu , R. Nahar , et al. 2010. “BCL6 Is Critical for the Development of a Diverse Primary B Cell Repertoire.” Journal of Experimental Medicine 207, no. 6: 1209–1221. 10.1084/jem.20091299.20498019 PMC2882829

[acel70197-bib-0006] Fang, W. , S. Chen , X. Jin , S. Liu , X. Cao , and B. Liu . 2023. “Metabolomics in Aging Research: Aging Markers From Organs.” Frontiers in Cell and Developmental Biology 11: 1198794. 10.3389/fcell.2023.1198794.37397261 PMC10313136

[acel70197-bib-0007] Fester, N. , E. Zielonka , J. Goldmann , et al. 2022. “Enhanced Pro‐Apoptosis Gene Signature Following the Activation of TAp63α in Oocytes Upon γ Irradiation.” Cell Death & Disease 13, no. 3: 204. 10.1038/s41419-022-04659-2.35246516 PMC8897389

[acel70197-bib-0008] Fox, C. J. , P. S. Hammerman , R. M. Cinalli , S. R. Master , L. A. Chodosh , and C. B. Thompson . 2003. “The Serine/Threonine Kinase Pim‐2 Is a Transcriptionally Regulated Apoptotic Inhibitor.” Genes & Development 17, no. 15: 1841–1854. 10.1101/gad.1105003.12869584 PMC196230

[acel70197-bib-0009] Fushimi, T. , Y. Izumi , M. Takahashi , K. Hata , Y. Murano , and T. Bamba . 2020. “Dynamic Metabolome Analysis Reveals the Metabolic Fate of Medium‐Chain Fatty Acids in AML12 Cells.” Journal of Agricultural and Food Chemistry 68, no. 43: 11997–12010. 10.1021/acs.jafc.0c04723.33073987

[acel70197-bib-0010] Garvey, S. M. , J. E. Dugle , A. D. Kennedy , et al. 2014. “Metabolomic Profiling Reveals Severe Skeletal Muscle Group‐Specific Perturbations of Metabolism in Aged FBN Rats.” Biogerontology 15, no. 3: 217–232. 10.1007/s10522-014-9492-5.24652515 PMC4019835

[acel70197-bib-0011] Ge, S. X. , E. W. Son , and R. Yao . 2018. “iDEP: An Integrated Web Application for Differential Expression and Pathway Analysis of RNA‐Seq Data.” BMC Bioinformatics 19, no. 1: 534. 10.1186/s12859-018-2486-6.30567491 PMC6299935

[acel70197-bib-0012] Goya, T. , K. Horisawa , M. Udono , et al. 2022. “Direct Conversion of Human Endothelial Cells Into Liver Cancer‐Forming Cells Using Nonintegrative Episomal Vectors.” Hepatology Communications 6, no. 7: 1725–1740. 10.1002/hep4.1911.35220676 PMC9234650

[acel70197-bib-0013] Grün, D. , L. Kester , and A. Van Oudenaarden . 2014. “Validation of Noise Models for Single‐Cell Transcriptomics.” Nature Methods 11, no. 6: 637–640. 10.1038/nmeth.2930.24747814

[acel70197-bib-0014] Harper, J. W. , and S. J. Elledge . 2007. “The DNA Damage Response: Ten Years After.” Molecular Cell 28, no. 5: 739–745. 10.1016/j.molcel.2007.11.015.18082599

[acel70197-bib-0015] Hashimshony, T. , N. Senderovich , G. Avital , et al. 2016. “CEL‐Seq2: Sensitive Highly‐Multiplexed Single‐Cell RNA‐Seq.” Genome Biology 17: 77. 10.1186/s13059-016-0938-8.27121950 PMC4848782

[acel70197-bib-0016] Huang, D. W. , B. T. Sherman , and R. A. Lempicki . 2009. “Systematic and Integrative Analysis of Large Gene Lists Using DAVID Bioinformatics Resources.” Nature Protocols 4, no. 1: 44–57. 10.1038/nprot.2008.211.19131956

[acel70197-bib-0017] Inada, H. , M. Udono , K. Matsuda‐Ito , et al. 2020. “Direct Reprogramming of Human Umbilical Vein‐ and Peripheral Blood‐Derived Endothelial Cells Into Hepatic Progenitor Cells.” Nature Communications 11, no. 1: 5292. 10.1038/s41467-020-19041-z.PMC757810433087715

[acel70197-bib-0018] Kanehisa, M. , M. Furumichi , Y. Sato , M. Ishiguro‐Watanabe , and M. Tanabe . 2021. “KEGG: Integrating Viruses and Cellular Organisms.” Nucleic Acids Research 49, no. D1: D545–D551. 10.1093/nar/gkaa970.33125081 PMC7779016

[acel70197-bib-0019] Kanehisa, M. , and S. Goto . 2000. “KEGG: Kyoto Encyclopedia of Genes and Genomes.” Nucleic Acids Research 28, no. 1: 27–30. 10.1093/nar/28.1.27.10592173 PMC102409

[acel70197-bib-0020] Kiraz, Y. , A. Adan , M. Kartal Yandim , and Y. Baran . 2016. “Major Apoptotic Mechanisms and Genes Involved in Apoptosis.” Tumour Biology 37, no. 7: 8471–8486. 10.1007/s13277-016-5035-9.27059734

[acel70197-bib-0021] Lu, T. , Y. Pan , S. Y. Kao , et al. 2004. “Gene Regulation and DNA Damage in the Ageing Human Brain.” Nature 429, no. 6994: 883–891. 10.1038/nature02661.15190254

[acel70197-bib-0022] Matsumura, Y. , F. Y. Wei , and J. Sakai . 2023. “Epitranscriptomics in Metabolic Disease.” Nature Metabolism 5, no. 3: 370–384. 10.1038/s42255-023-00764-4.36959512

[acel70197-bib-0023] McMahon, M. , C. Forester , and R. Buffenstein . 2021. “Aging Through an Epitranscriptomic Lens.” Nature Aging 1, no. 4: 335–346. 10.1038/s43587-021-00058-y.37117595

[acel70197-bib-0024] Miura, S. , K. Horisawa , T. Iwamori , et al. 2024. “Hepatocytes Differentiate Into Intestinal Epithelial Cells Through a Hybrid Epithelial/Mesenchymal Cell State in Culture.” Nature Communications 15, no. 1: 3940. 10.1038/s41467-024-47869-2.PMC1109638238750036

[acel70197-bib-0025] Miura, S. , and A. Suzuki . 2017. “Generation of Mouse and Human Organoid‐Forming Intestinal Progenitor Cells by Direct Lineage Reprogramming.” Cell Stem Cell 21, no. 4: 456–471. 10.1016/j.stem.2017.08.020.28943029

[acel70197-bib-0026] Miwa, S. , S. Kashyap , E. Chini , and T. von Zglinicki . 2022. “Mitochondrial Dysfunction in Cell Senescence and Aging.” Journal of Clinical Investigation 132, no. 13: e158447. 10.1172/JCI158447.35775483 PMC9246372

[acel70197-bib-0027] Mori, K. , P. E. Blackshear , E. K. Lobenhofer , et al. 2007. “Hepatic Transcript Levels for Genes Coding for Enzymes Associated With Xenobiotic Metabolism Are Altered With Age.” Toxicologic Pathology 35, no. 2: 242–251. 10.1080/01926230601156286.17366318

[acel70197-bib-0028] Pang, Z. , Y. Lu , G. Zhou , et al. 2024. “MetaboAnalyst 6.0: Towards a Unified Platform for Metabolomics Data Processing, Analysis and Interpretation.” Nucleic Acids Research 52, no. W1: W398–W406. 10.1093/nar/gkae253.38587201 PMC11223798

[acel70197-bib-0029] Rizvi, F. , C. C. Preston , L. Emelyanova , et al. 2021. “Effects of Aging on Cardiac Oxidative Stress and Transcriptional Changes in Pathways of Reactive Oxygen Species Generation and Clearance.” Journal of the American Heart Association 10, no. 16: e019948. 10.1161/JAHA.120.019948.34369184 PMC8475058

[acel70197-bib-0030] Rupsingh, R. , M. Borrie , M. Smith , J. L. Wells , and R. Bartha . 2011. “Reduced Hippocampal Glutamate in Alzheimer Disease.” Neurobiology of Aging 32, no. 5: 802–810. 10.1016/j.neurobiolaging.2009.05.002.19501936

[acel70197-bib-0031] Sánchez‐Hidalgo, J. M. , A. Naranjo , R. Ciria , et al. 2012. “Impact of Age on Liver Regeneration Response to Injury After Partial Hepatectomy in a Rat Model.” Journal of Surgical Research 175, no. 1: e1–e9. 10.1016/j.jss.2011.11.1022.22341343

[acel70197-bib-0032] Schimmer, A. D. 2004. “Inhibitor of Apoptosis Proteins: Translating Basic Knowledge Into Clinical Practice.” Cancer Research 64, no. 20: 7183–7190. 10.1158/0008-5472.CAN-04-1918.15492230

[acel70197-bib-0033] Schmucker, D. L. 2005. “Age‐Related Changes in Liver Structure and Function: Implications for Disease?” Experimental Gerontology 40, no. 8–9: 650–659. 10.1016/j.exger.2005.06.009.16102930

[acel70197-bib-0034] Seglen, P. O. 1979. “Hepatocyte Suspensions and Cultures as Tools in Experimental Carcinogenesis.” Journal of Toxicology and Environmental Health 5, no. 2–3: 551–560. 10.1080/15287397909529766.224209

[acel70197-bib-0035] Seo, E. , H. Kang , H. Choi , W. Choi , and H. S. Jun . 2019. “Reactive Oxygen Species‐Induced Changes in Glucose and Lipid Metabolism Contribute to the Accumulation of Cholesterol in the Liver During Aging.” Aging Cell 18, no. 2: e12895. 10.1111/acel.12895.30609251 PMC6413652

[acel70197-bib-0036] Sherman, B. T. , M. Hao , J. Qiu , et al. 2022. “DAVID: A Web Server for Functional Enrichment Analysis and Functional Annotation of Gene Lists (2021 Update).” Nucleic Acids Research 50, no. W1: W216–W221. 10.1093/nar/gkac194.35325185 PMC9252805

[acel70197-bib-0037] Shi, H. , P. Chai , R. Jia , and X. Fan . 2020. “Novel Insight Into the Regulatory Roles of Diverse RNA Modifications: Re‐Defining the Bridge Between Transcription and Translation.” Molecular Cancer 19, no. 1: 78. 10.1186/s12943-020-01194-6.32303268 PMC7164178

[acel70197-bib-0038] Sumner, L. W. , A. Amberg , D. Barrett , et al. 2007. “Proposed Minimum Reporting Standards for Chemical Analysis: Chemical Analysis Working Group (CAWG) Metabolomics Standards Initiative (MSI).” Metabolomics 3, no. 3: 211–221. 10.1007/s11306-007-0082-2.24039616 PMC3772505

[acel70197-bib-0039] Takeda, H. , Y. Izumi , M. Takahashi , et al. 2018. “Widely‐Targeted Quantitative Lipidomics Method by Supercritical Fluid Chromatography Triple Quadrupole Mass Spectrometry.” Journal of Lipid Research 59, no. 7: 1283–1293. 10.1194/jlr.D083014.29724780 PMC6027907

[acel70197-bib-0040] Wang, X. , E. Quail , N. J. Hung , Y. Tan , H. Ye , and R. H. Costa . 2001. “Increased Levels of Forkhead Box M1B Transcription Factor in Transgenic Mouse Hepatocytes Prevent Age‐Related Proliferation Defects in Regenerating Liver.” Proceedings of the National Academy of Sciences 98, no. 20: 11468–11473. 10.1073/pnas.201360898.PMC5875311572993

[acel70197-bib-0041] Warren, C. F. A. , M. W. Wong‐Brown , and N. A. Bowden . 2019. “BCL‐2 Family Isoforms in Apoptosis and Cancer.” Cell Death & Disease 10, no. 3: 177. 10.1038/s41419-019-1407-6.30792387 PMC6384907

[acel70197-bib-0042] Weijun, L. , and B. Cory . 2013. “Pathview: An R/Bioconductor Package for Pathway‐Based Data Integration and Visualization.” Bioinformatics 29, no. 14: 1830–1831. 10.1093/bioinformatics/btt285.23740750 PMC3702256

[acel70197-bib-0043] Yang, N. , J. R. Occean , D. P. Melters , et al. 2023. “A Hyper‐Quiescent Chromatin State Formed During Aging Is Reversed by Regeneration.” Molecular Cell 83, no. 10: 1659–1676.e11. 10.1016/j.molcel.2023.04.005.37116496 PMC10228348

[acel70197-bib-0044] Zhang, F. , J. Kerbl‐Knapp , A. Akhmetshina , et al. 2021. “Tissue‐Specific Landscape of Metabolic Dysregulation During Ageing.” Biomolecules 11, no. 2: 235. 10.3390/biom11020235.33562384 PMC7914945

[acel70197-bib-0045] Zhang, Y. , G. Parmigiani , and W. E. Johnson . 2020. “ComBat‐Seq: Batch Effect Adjustment for RNA‐Seq Count Data.” NAR Genomics and Bioinformatics 2, no. 3: lqaa078. 10.1093/nargab/lqaa078.33015620 PMC7518324

[acel70197-bib-0046] Zheng, X. , T. Chen , A. Zhao , et al. 2016. “The Brain Metabolome of Male Rats Across the Lifespan.” Scientific Reports 6: 24125. 10.1038/srep24125.27063670 PMC4827083

# Supplementary material for: Differential Effects of Liver Regeneration on Aging‐Related Changes in Gene Expression and Metabolic Function
**Source:** Aging Cell. 2025 Aug 12;24(10):e70197. doi: 10.1111/acel.70197
**Supplement:** Supplementary file 1 — Figure S1: acel70197‐sup‐0001‐FigureS1.pdf.

## **SUPPLEMENTARY INFORMATION**

### **Differential effects of liver regeneration on aging-related changes in gene expression and metabolic function**

Ryo Murayama et al.

(a)

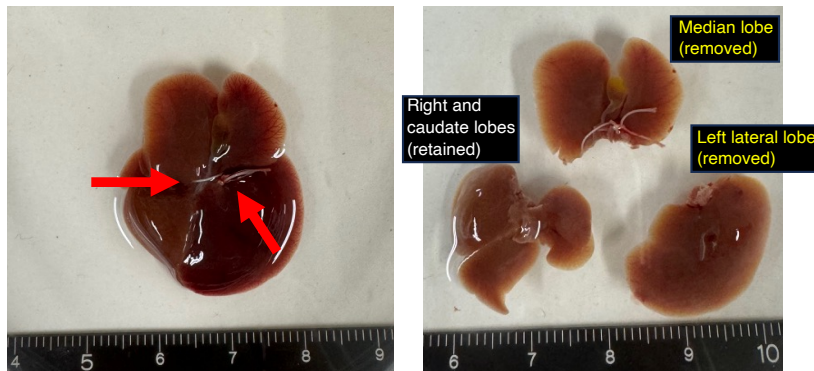

(b)

| Sample        | Left lateral lobe (g) | Median lobe (g) | Right and caudate lobes (g) | Resected liver tissue / Total liver tissue |
|---------------|-----------------------|-----------------|-----------------------------|--------------------------------------------|
| 1             | 0.37                  | 0.35            | 0.35                        | 67.3 %                                     |
| 2             | 0.31                  | 0.35            | 0.26                        | 71.7 %                                     |
| 3             | 0.49                  | 0.44            | 0.49                        | 65.5 %                                     |
| Mean $\pm$ SD | 0.39 $\pm$ 0.07       | 0.38 $\pm$ 0.04 | 0.37 $\pm$ 0.09             | 68.2 $\pm$ 2.6 %                           |

**Figure S1. Confirmation of the accuracy of our PH methodology.**

(a) Representative images of the whole liver harvested immediately after ligation (left panel), left and median lobes of the liver removed by PH (right panel), and right and caudate lobes of the liver retained after PH (right panel). Red arrows indicate the thread used in PH. (b) The weights of the left and median lobes of the liver that were removed by PH and the right and caudate lobes of the liver that were retained after PH were measured, and the percentages of resected liver tissue to total liver tissue were calculated. Data represent means  $\pm$  SD ( $n = 3$  independent experiments).

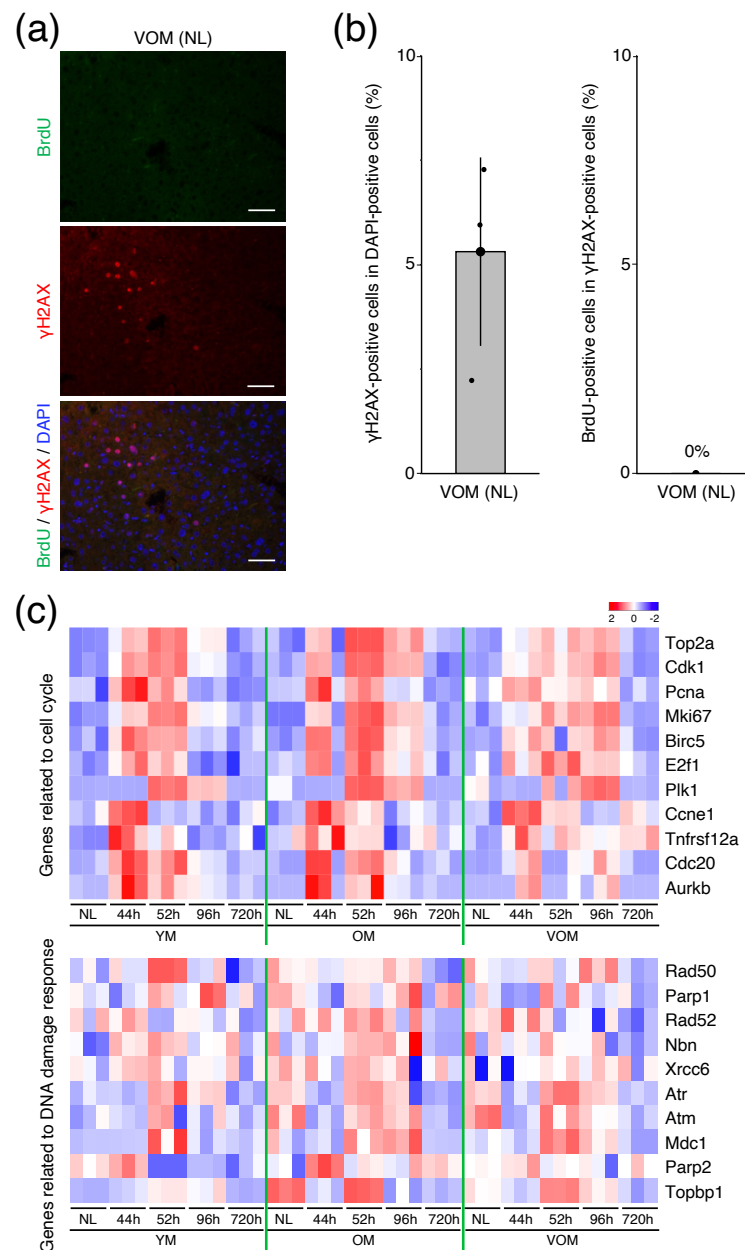

**Figure S2. BrdU labeling primarily detects DNA synthesis rather than DNA repair.**

(a) Co-immunofluorescence staining of BrdU with  $\gamma$ H2AX on the sections of normal liver (NL) of VOM. DNA was stained with DAPI. Scale bars, 50  $\mu$ m. (b) The percentages of  $\gamma$ H2AX-positive cells among DAPI-positive cells (left graph) and BrdU-positive cells among  $\gamma$ H2AX-positive cells (right graph) in NL of VOM. (c) Heatmap images show sequential expression changes of genes associated with the cell cycle and DNA damage response in hepatocytes isolated from NL of YM, OM, and VOM and their regenerating livers at 44 hours (h), 52 h, 96 h, and 720 h after PH.

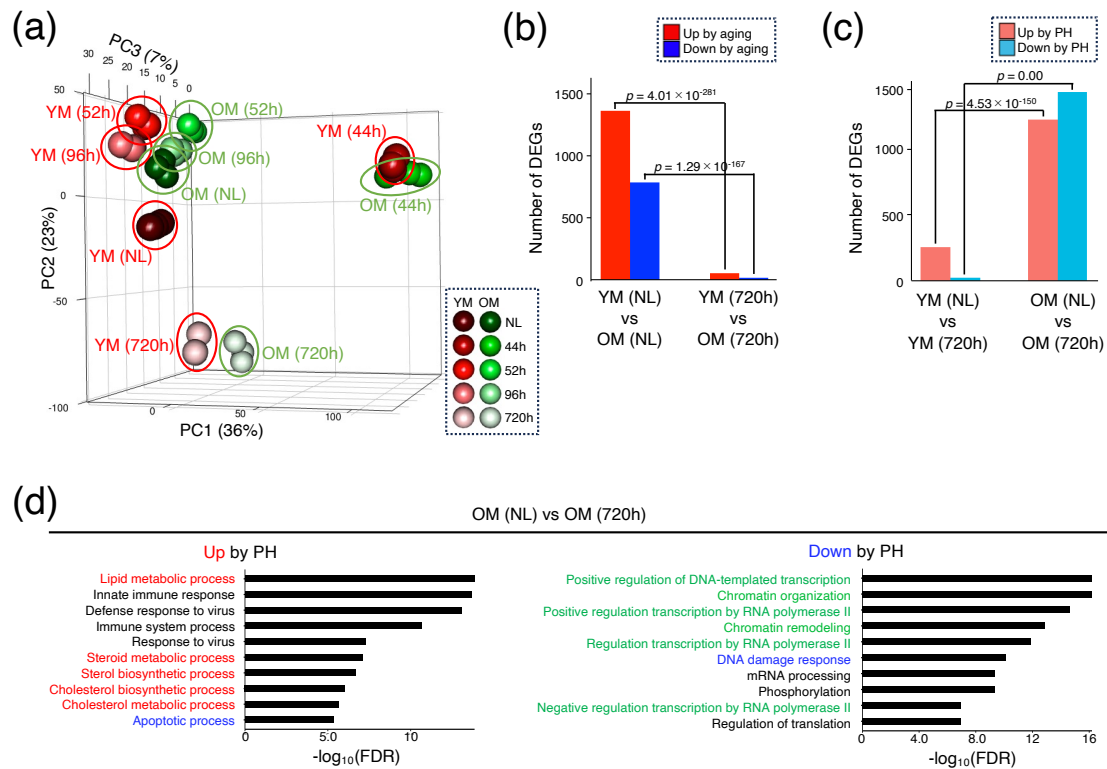

**Figure S3. Dynamic changes in gene expression profiles of hepatocytes in OM by liver regeneration.**

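In the PCA of the 30 libraries of YM and OM, PC1 held 40.7% of the variance, PC2 24.6% and PC3 6.24%. The 44 h libraries lay at 94.0 ± 0.427 on PC1 (mean ± SD, n = 3) in YM and 87.6 ± 7.57 in OM, and the means of the other groups between -29.4 and -14.0. On PC2, YM NL lay at -4.13 ± 0.758 and OM NL at 19.5 ± 3.52, YM and OM at 52 h at 30.5 ± 1.64 and 32.8 ± 1.01, at 96 h at 22.6 ± 0.621 and 24.5 ± 1.30, and at 720 h at -62.5 ± 5.04 and -71.5 ± 5.27. Over all 36 labelled libraries of YM and OM the components held 37.1%, 23.0% and 9.35%, and the added OM library at 52 h (3X of mix 17) lay at -24.4 on PC1 and 40.1 on PC2, where the listed OM libraries at 52 h spanned -22.0 to -21.6 and 34.0 to 36.3. The paper gives no reason for leaving it out.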

(a) PCA was conducted for hepatocytes isolated from normal liver (NL) of YM and OM and their regenerating livers at 44 hours (h), 52 h, 96 h, and 720 h after PH using 3'UTR-seq data. (b, c) The graphs show the number of DEGs identified by comparing the gene expression profiles of hepatocytes isolated from the NL of YM and OM and from their livers 720 h after PH (b), and those of hepatocytes isolated from the NL of YM or OM and their livers 720 h after PH (c). (d) Top-ten most significantly enriched GO terms associated with up- or downregulated genes in the livers of OM at 720 h after PH compared to NL of OM, respectively, as identified by DAVID. GO terms associated with metabolic processes, apoptosis and DNA damage responses, and transcriptional regulation are highlighted in red, blue, and green, respectively. Statistical differences were determined by Chi-square test (b, c), and determined by Fisher's exact test (d).

YM (NL) vs VOM (NL)

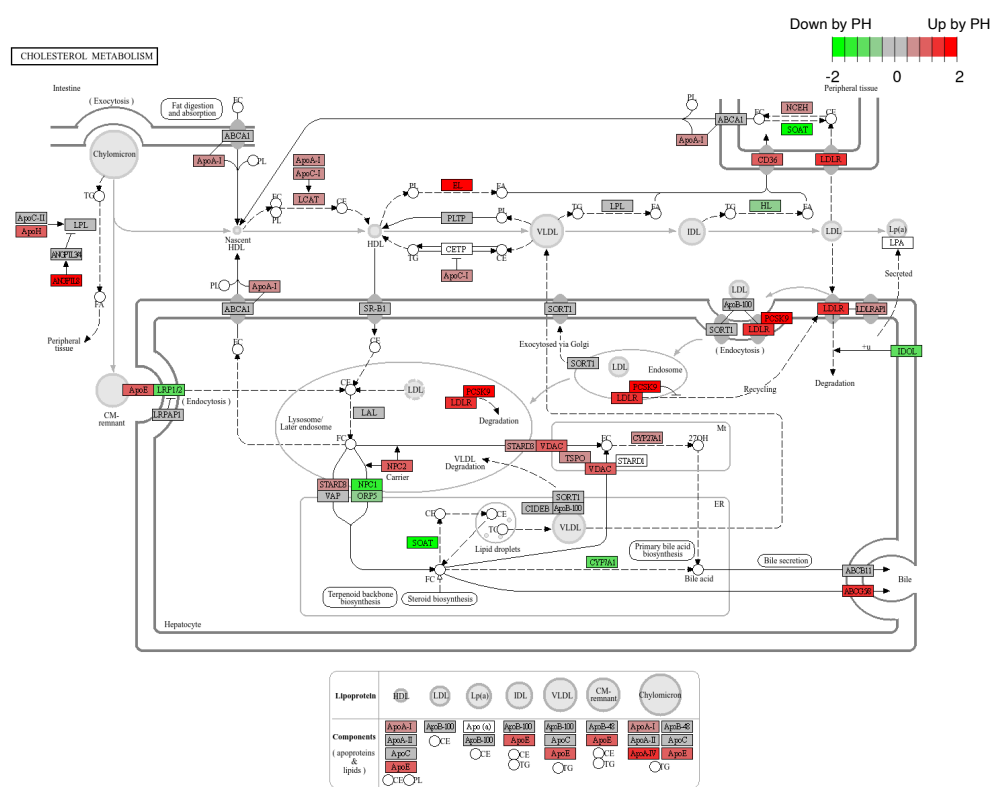

VOM (NL) vs VOM (720h)

(b)

YM (NL) vs VOM (NL)

VOM (NL) vs VOM (720h)

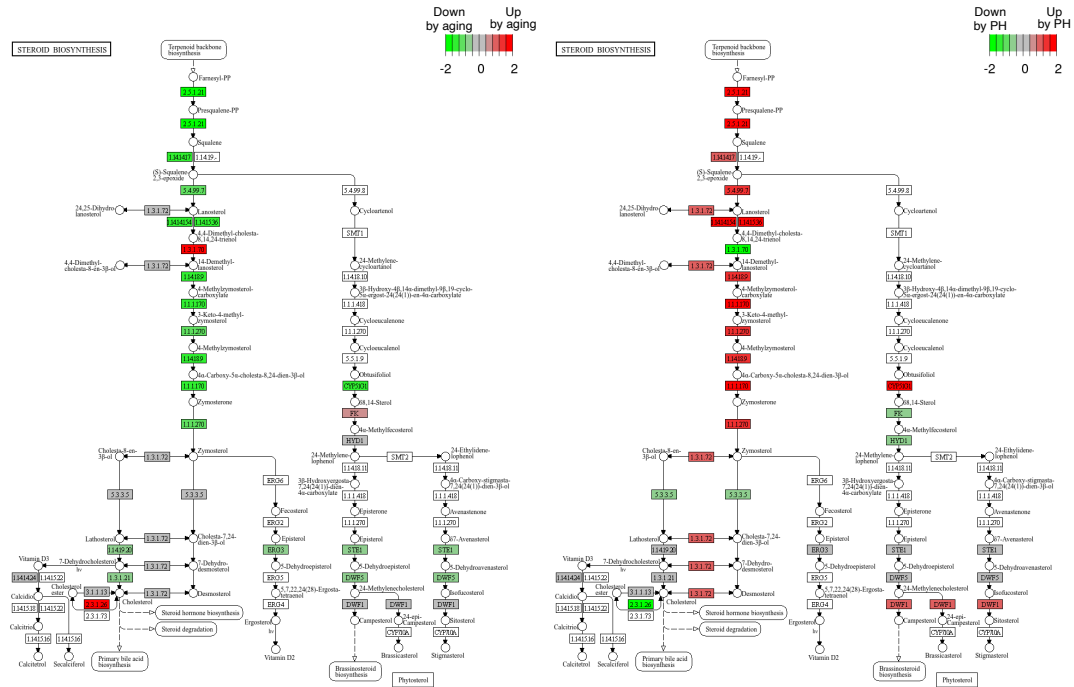

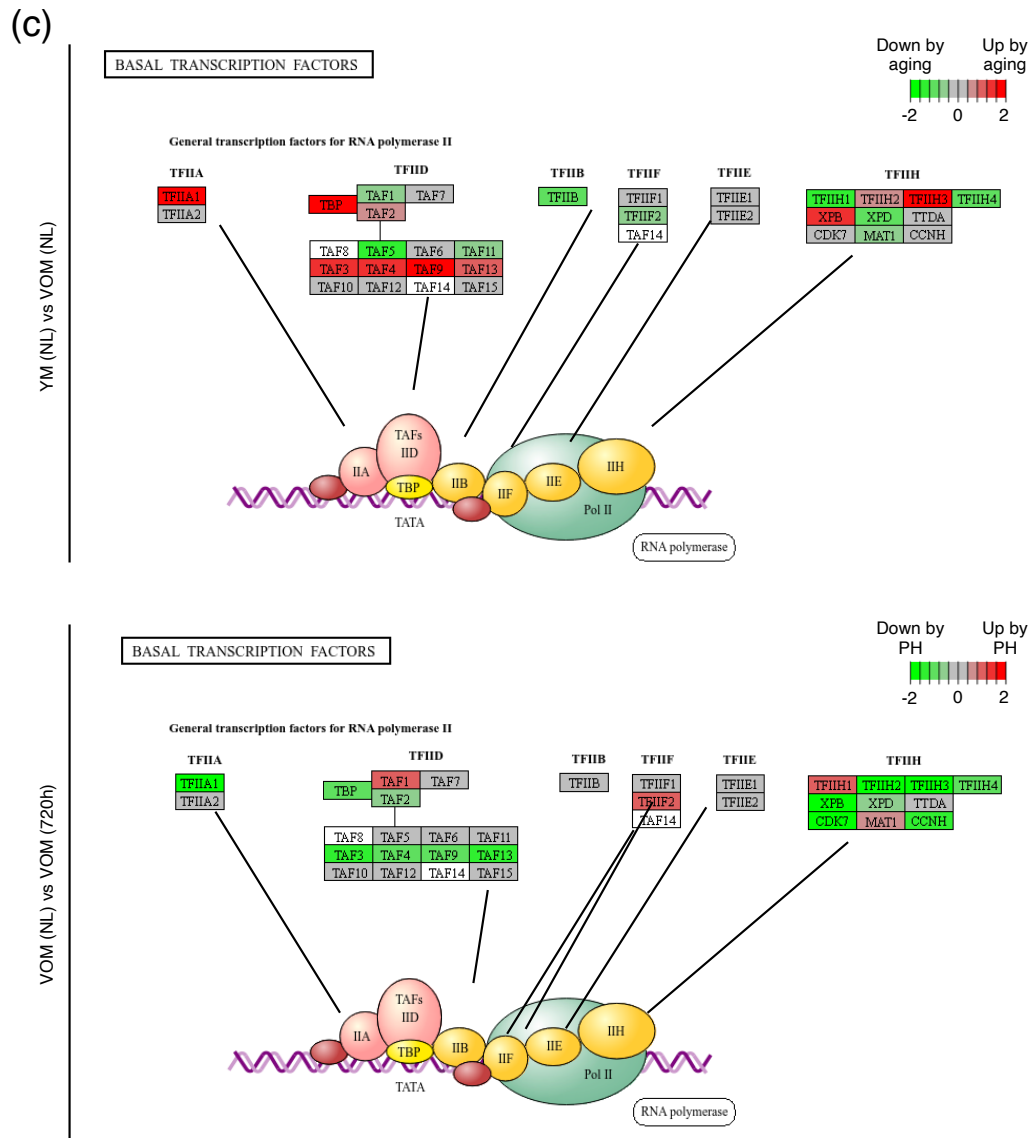

**Figure S4. Gene expression changes represented on KEGG pathway maps.**

(a-c) KEGG pathway maps for cholesterol metabolism (a), steroid biosynthesis (b), and basal transcription factors (c) are shown. Relevant genes within each pathway are indicated by rectangles. Gene expression changes are visualized using a color scale where red indicates upregulation and green indicates downregulation. The upper panels in a and c and the left panel in b compare gene expression levels between the normal liver (NL) of YM and VOM to illustrate aging-related gene expression changes. The lower panels in a and c and the right panel in b compare gene expression levels between NL of VOM and its liver at 720 h after PH to illustrate gene expression changes before and after liver regeneration.

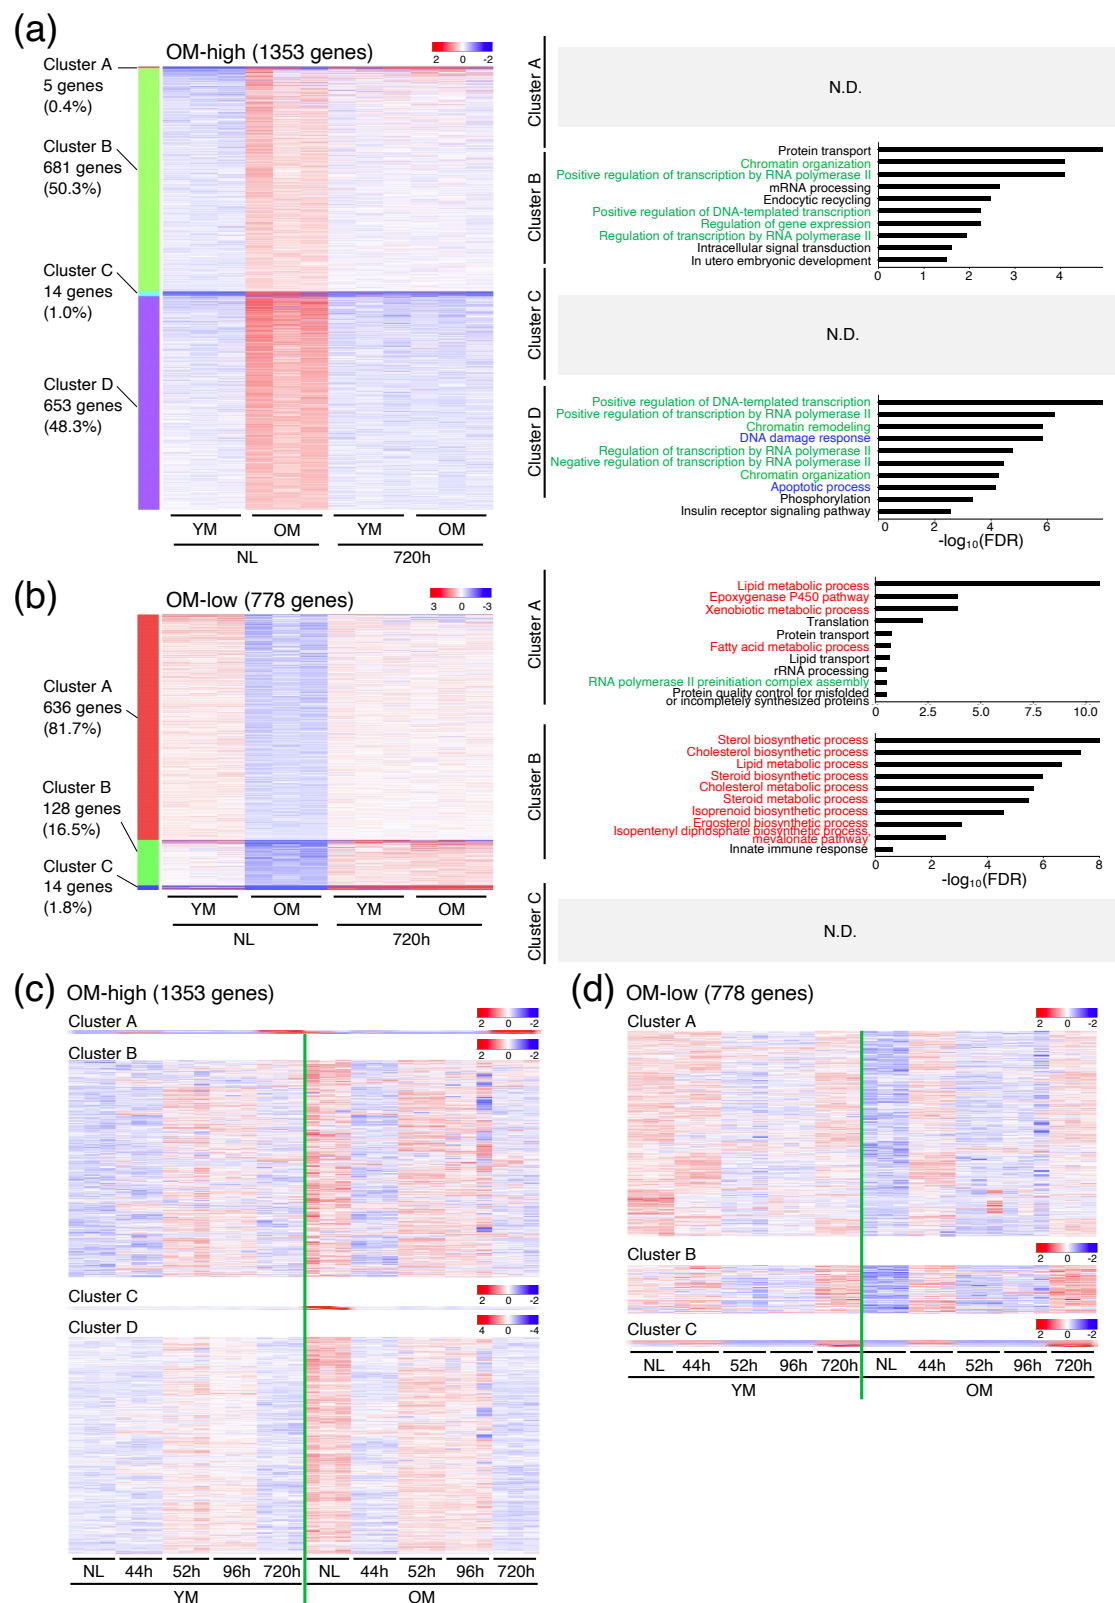

**Figure S5. Changes in the expression of aging-specific genes after PH.**

**(a, b)** Heatmap images showing changes at 720 hours (h) after PH in the expression of

aging-specific genes extracted by comparing the gene expression profiles of hepatocytes isolated from the normal liver (NL) of YM and OM. 

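Among the genes higher in OM NL, the 4 k-means clusters held 332, 377, 460 and 137 genes (25.4%, 28.9%, 35.2% and 10.5%). Their mean z-scores in YM NL, OM NL, YM at 720 h and OM at 720 h were -0.50, 1.22, -0.31 and -0.41 in the cluster counted as similar, -0.42, 1.42, -0.48 and -0.52 in the cluster of 377, -0.53, 1.38, -0.42 and -0.43 in that of 460, and -1.03, 0.56, 0.09 and 0.38 in that of 137. The similar cluster was chosen by OM at 720 h; by YM at 720 h the clusters of 377 and 460 lay nearer their YM NL means than the one of 332. Among the lower genes, 3 clusters held 343, 407 and 179 genes, with z-scores of 0.18, -1.34, 0.53 and 0.63, of 0.74, -1.29, 0.34 and 0.20, and of 1.33, -0.75, -0.26 and -0.32.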

Genes with higher **(a)** and lower **(b)** expression in the NL of OM compared to YM were classified into four and three clusters, respectively. Graphs on the right depict the top-ten most significantly enriched GO terms associated with genes in each cluster, as identified by DAVID. GO terms associated with metabolic processes, apoptosis and DNA damage responses, and transcriptional regulation are highlighted in red, blue, and green, respectively. N.D., not detected. 

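For the genes that differed between YM NL and OM NL, the position of a library is the median over the genes of where its log2(CPM + 4) lies between the YM NL mean (0) and the OM NL mean (1). For the genes higher in OM NL, the position was 0.0116 ± 0.0461 (SD, n = 3 libraries) in YM and -0.00142 ± 0.0246 in OM at 44 h, 0.547 ± 0.0472 and 0.728 ± 0.0523 at 52 h, 0.433 ± 0.0509 and 0.551 ± 0.0597 at 96 h, and 0.0384 ± 0.00518 and 0.0222 ± 0.0125 at 720 h. For the genes lower in OM NL, the position was 0.132 ± 0.0592 (SD, n = 3 libraries) in YM and 0.175 ± 0.0269 in OM at 44 h, 0.727 ± 0.0633 and 0.822 ± 0.0717 at 52 h, 0.577 ± 0.0269 and 0.817 ± 0.0977 at 96 h, and 0.141 ± 0.0447 and 0.169 ± 0.0407 at 720 h. Every library at 52 and 96 h lay above every library at 44 and 720 h (0.384 or more against 0.215 or less).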

Statistical differences were determined by Fisher's exact test. **(c, d)** Heatmap images showing sequential expression changes of aging-specific genes classified into four **(c)** or three **(d)** clusters, which are expressed at higher or lower levels, respectively, in hepatocytes isolated from the NL of OM than in those isolated from the NL of YM.

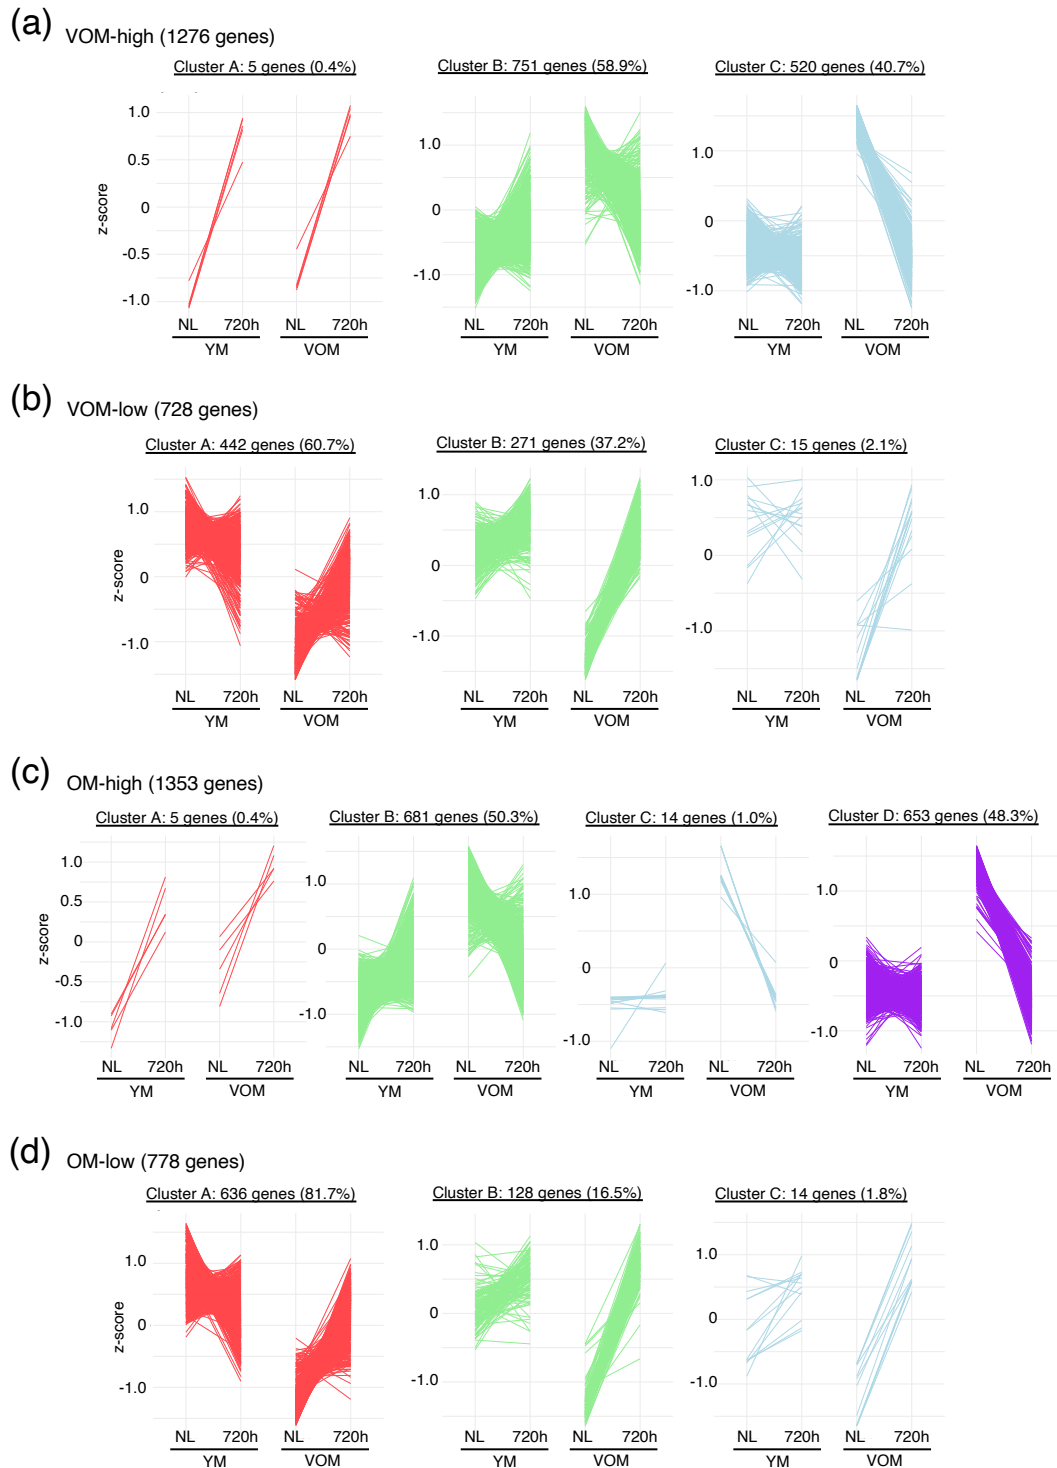

**Figure S6. Classification of aging-specific genes exhibiting different patterns of expression changes in liver regeneration.**

(a-d) Ladder plots showing changes in the expression levels of genes in each cluster shown in Figure 3 (a, b) and Figure S5 (a, b).

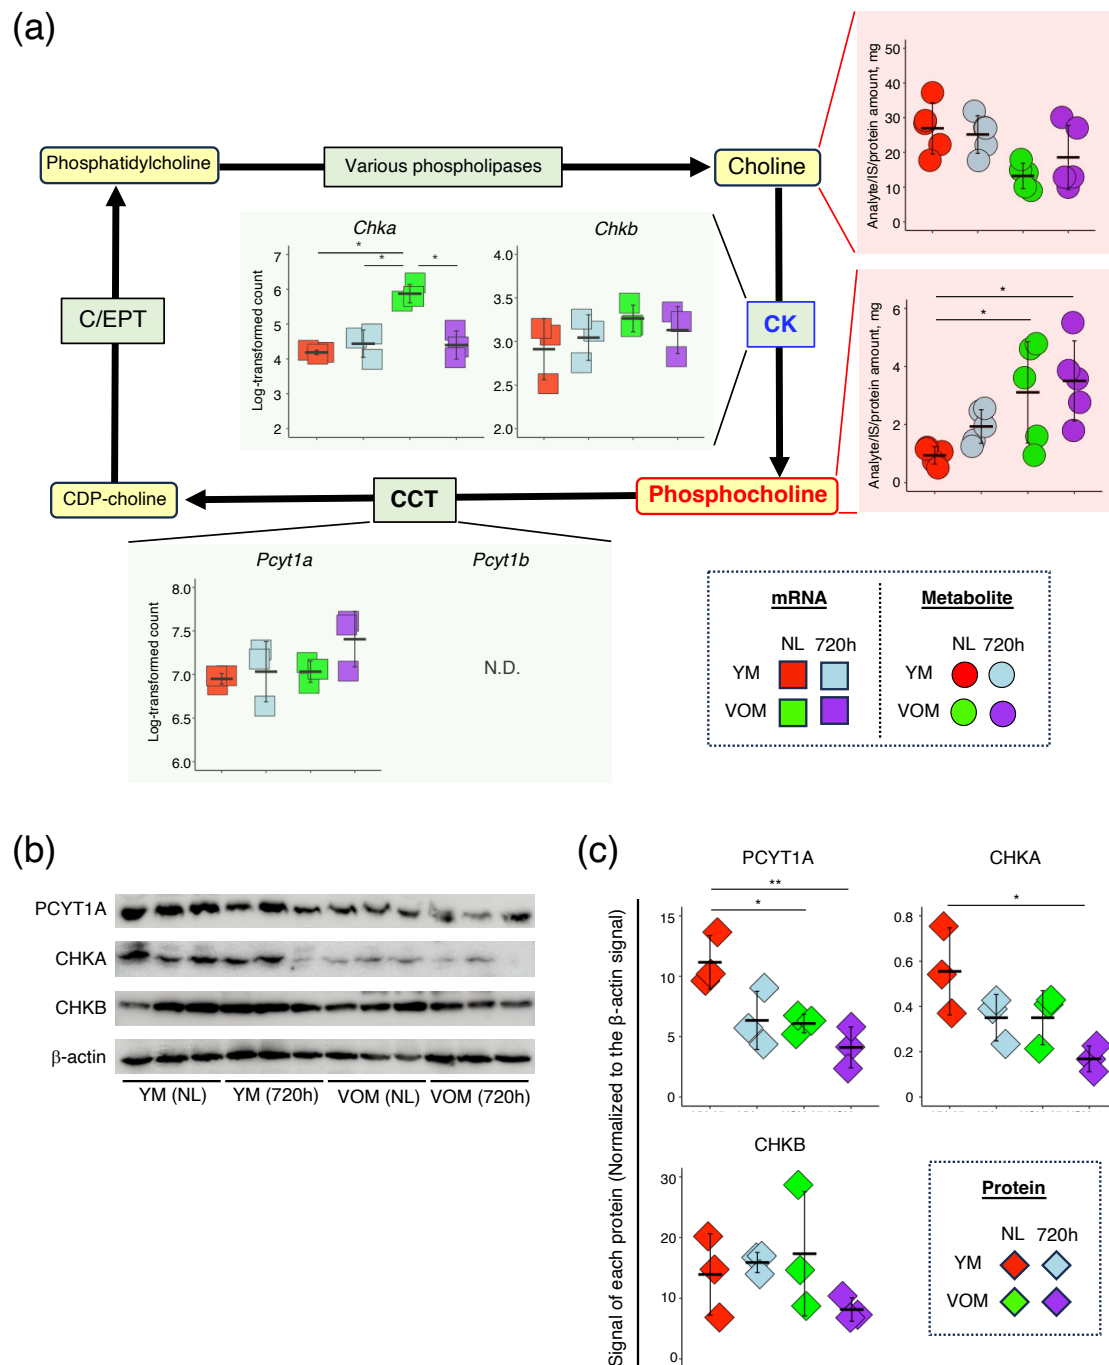

**Figure S7. Expression of enzymes and levels of metabolites associated with the Kennedy pathway for phosphatidylcholine biosynthesis.**

(a) The Kennedy pathway, which is involved in the synthesis of phosphatidylcholine, is shown. Metabolomic analysis revealed the amounts of choline and phosphocholine in the normal livers (NL) of YM and VOM, as well as in their livers at 720 h after PH (light red

graphs). 

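The level of Chka was 3.64 ± 0.246 CPM (SD, n = 3 libraries) in YM NL, 14.0 ± 2.62 in VOM NL, 4.57 ± 1.36 in YM at 720 h and 4.40 ± 1.54 in VOM at 720 h. That of Chkb was 0.938 ± 0.433, 1.43 ± 0.279, 1.09 ± 0.356 and 1.21 ± 0.387 CPM in the same groups. The libraries labelled with these conditions but not in the paper's list, for which no reason is given, had 4.53, 1.75, 7.07, 4.14 and 4.22 CPM of Chka in YM NL and 14.4 and 16.7 in VOM NL, and 0.907, 1.75, 0.707, 0.319 and 1.05 CPM of Chkb in YM NL and 1.37 and 1.81 in VOM NL.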

Also, transcriptomic analysis revealed the gene expression levels of choline kinase (CK) isoforms *Chka* and *Chkb*, and choline-phosphate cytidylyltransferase (CCT) isoforms *Pcyt1a* and *Pcyt1b*, in the same liver samples (light green graphs). N.D., not detected. Mean values (horizontal bars) and standard deviations (vertical bars) are shown in each graph. The asterisks indicate the DEGs and DMs detected by DESeq2 and MetaboAnalyst 6.0, respectively. **(b)** Western blotting data showing the expression levels of PCYT1A, CHKA, CHKB, and  $\beta$ -actin in NL of YM and VOM and their livers at 720 h after PH. All proteins were analyzed with three biological replicates. **(c)** The signals obtained from western blotting were normalized to the corresponding  $\beta$ -actin signals in each sample. Statistical analysis was performed using one-way ANOVA for multiple comparisons, followed by Tukey's honestly significant difference test as a post-hoc analysis. \* $p < 0.05$ ; \*\* $p < 0.01$ .

How the deposited data were processed for this re-analysis (not part of the article)

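Gene expression was measured by 3'UTR-seq (CEL-seq2) in hepatocytes of young (YM), old (OM) and very old (VOM) male mice in normal liver (NL) and 44, 52, 96 and 720 h after partial hepatectomy (PH), in 3 libraries per group (45 libraries in 15 groups). The authors mapped the reads to GRCm38, counted UMIs per gene with the CEL-seq2 pipeline, converted them to expected transcript counts with a binomial correction for 4096 possible UMIs, excluded 9 genes and genes of low expression, and applied ComBat-Seq between datasets before they deposited the table. The paper's text gives neither the low-expression threshold nor the batch variable and covariates of ComBat-Seq. The deposited values are these batch-corrected expected counts, with no scaling for library size; 30966 values in 448 genes were not whole, and all were rounded to whole numbers here. Column names were matched to samples by the authors' labels, and every sample column was mapped. The labels give 4 days and 1 month where the paper gives 96 h and 720 h, and the paper's times are used. The paper lists the libraries it used; a further 11 libraries labelled with the same conditions were used only in the alternative that takes all labelled libraries (55 libraries after YM NL 4 and 5, whose counts differed by less than the sampling noise, were merged into 1). Unlisted libraries with one replicate name in a pair of mixes were kept as separate libraries; the labels do not say whether they come from one mouse.

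Gene symbols and coordinates came from the GENCODE vM21 annotation of GRCm38, in which 11020 gene identifiers had a symbol. Genes with at least 0.5 CPM (counts scaled to a common library size) in at least 1 of the 45 libraries were kept (11047 genes), library sizes were scaled by TMM, and the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) was run on one model with a coefficient per group. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.1 with at least a 2-fold change, the defaults of the iDEP tool that the paper names. Levels are given as CPM, and scores, principal components, distances and positions were computed on log2(CPM + 4). Gene set counts were tested with Fisher's exact test (two-sided) against all tested genes, with adjustment over the 40 tests of sets that hold no gene the paper named from these data, a choice made after the values were seen; over all 70 tests the adjusted p of the basal transcription factors in VOM was 0.0517. Aging genes were clustered by k-means in R on z-scores over the NL and 720 h libraries of the 2 ages, with the numbers of clusters the paper gives. The similar cluster was the one whose OM or VOM mean at 720 h was nearest its YM NL mean; YM at 720 h was not used in the choice. Python 3.11.15 with SciPy 1.17.1, NumPy 2.4.6 and matplotlib 3.10.9 was used for tables and plots. The tests were checked on simulated counts with 200 changed genes among 10929: edgeR called 92.5% of the changed and 19 unchanged genes, and DESeq2 1.42.0 called 93.5% and 15.

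Total counts per library ranged from 294890 to 55400924. A group of 3 libraries limits the precision, and an exact permutation test of 3 against 3 libraries cannot give a p below 0.1. The correction for used UMIs can give at most 34069.6 transcripts, and 117 genes exceed this in at least 1 of the 45 libraries after batch correction, 106 in a library at 44 or 720 h; a large total at 44 or 720 h therefore does not mean a deeper library. A gene with 3 counts or fewer in every library of a group was treated as at the floor, and a fold against such a group is a lower bound. CEL-seq2 counts the 3' end, so that counts of pseudogenes, of gene families with a shared 3' end and of overlapping genes are uncertain.

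Genes named in the text are every gene that the paper names for these data, with the genes of Figure S2c and of the 3 KEGG maps of Figure S4 reported mostly as sets, and, for VOM against YM in NL and for 720 h against NL in YM and in VOM, the 2 higher and 2 lower genes with the largest log2 fold change among called genes whose groups do not overlap and whose mean is at least 10 counts over the 45 libraries. The alternatives were DESeq2 with its own size factors, the RLE normalization, another threshold (adjusted p under 0.05 with no fold minimum), a filter of at least 10 counts in at least 3 libraries, no filter, a model with only the groups compared, the mix as a covariate, the replicate number as a block, all labelled libraries, and leaving out each library in turn; for the components, scores and clusters they were log2(CPM + 1), the 500 most variable genes, all 45 libraries, z-scores over all 30 libraries, another seed, genes called by DESeq2, and the median over genes. The replicate numbers 1, 2 and 3 come from the labels and belong to different mice. GO terms were not analysed here, since no GO annotation was used, and the metabolome, BrdU, western blot and survival data were not analysed here.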

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

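The tests of depth among outlying libraries, of the library mixes, of age and of hepatectomy were chosen only after the results they concern were seen; the comparison of female with male genes and the splits of the libraries were chosen before.

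In groups of 4 to 10 libraries, a library was set apart when its gap to the nearest other library exceeded Dixon's 95% critical value. This was the case for 8 of 52 tests (13 groups and 4 measures), where 2.6 are given by chance. All scores here were computed with all libraries scaled together. The cell cycle score of YM NL 1X of mix 1 was 2.60 (the other libraries of YM NL 2.75 to 2.83), and log2(CPM + 4) of Chka in YM NL 2X of mix 1 was 2.74 (others 3.35 to 3.89). The cell cycle score of VOM NL 3 of mix 8 was 2.85 (others 3.15 to 3.27). The DNA damage score was 2.56 in OF NL 3 of mix 12, a library of old females (others 2.69 to 2.78), 2.34 in VOM 3X of mix 9 at 52 h (others 3.17 to 3.43), and 2.66 in OM 3X of mix 17 at 52 h (others 3.38 to 3.41). The position of the aging genes between YM NL (0) and VOM NL (1) was 0.862 in OF 3X of mix 15 at 96 h after a sham operation (others 0.643 to 0.660), and 0.630 in OM 3X of mix 17 at 52 h after a sham operation (others 0.741 to 0.755). Of these 8 libraries, 6 carry the mark X, whose meaning the paper's text does not give, as do 22 of the 63 libraries of the groups tested, and 5 have the lowest total of their group, with totals as low as 97274 in VOM 3X of mix 9. A low depth may account for these 5, but the other 3 libraries have a higher total than another of their group, and depth and the mark X cannot be told apart. No biological explanation was tested, since the libraries of a group share their condition.

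The change from NL to 720 h differed from that in YM for 1673 genes in OM and for 933 genes in VOM (interaction term in edgeR). Of the 32 splits of the libraries compared, 4 gave as many genes for OM and 8 for VOM, the real one included. The splits that kept the NL libraries of each age together gave 1376 to 1812 genes for OM and 1226 to 1744 for VOM, and those that mixed them gave at most 42 and 85. The interaction may thus follow the difference between the NL groups, whose listed libraries come from one mix of their own each, so that among these mix and age cannot be told apart.

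Hepatocytes of female mice were not analysed in the paper. Between very old and young females in NL, whose libraries all came from mix 2, 26 genes were called (16 higher, 10 lower; 633 of 10958 genes at an unadjusted p under 0.05, where chance gives 548). Of the 4 comparable splits of the 6 libraries, 1 gave as many, the real one, and the 9 other splits gave at most 1. A difference between mixes cannot account for the 26 genes, since every library came from one mix. With DESeq2 57 genes were higher and 24 lower. Of the 26 genes, 9 were also called in males, where 4.96 are given by chance (Fisher's exact test, p = 0.0742), and 4 of the 9 changed in the same direction. The test thus gives no overlap beyond chance with the male genes. Of the 26 genes, Cdk20, Spout1 and Nrap, looked up after their values were seen, are above the count limit of the UMI correction in very old females, where 15 genes are above it, so that for these an effect of the correction cannot be told apart from one of age; Pdgfc, Bag2, Hmgb1-ps2 and Gm8399, also looked up then, stay below the limit, but their rises were the next largest and far above those of the other genes, and this caution extends to them.

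Sham-operated livers were not analysed in the paper's transcriptome. At 52 h after a sham operation, 1821 genes differed from NL in YM (1132 higher, 689 lower; 4091 of 10993 at an unadjusted p under 0.05, where chance gives 550), and 2290 in VOM (1223 higher, 1067 lower; 4795 of 10939). Of the 4 comparable splits, 1 gave as many in each case, the real one; 3 libraries against 3 can give no share under 0.05 here. In YM the genes that differed between YM NL and VOM NL lay at a mean position of 0.5683 in the sham-operated livers at 52 and 96 h, and the livers after PH lay only 0.0507 higher. This level was thus also seen without hepatectomy. A candidate explanation is the library mix, since neither the sham-operated groups nor the groups at 52 and 96 h after PH are tied to YM NL by shared mixes other than mix 10 (0.0507 apart). An operation is not needed for such a level, since NL lay at 0.586 in young and at 0.583 in very old females, beside 0.557 and 0.432 in young females at 52 and 96 h after a sham operation.

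The aging genes of VOM lay at a position of 0.157 in NL of old females (OF NL), a group without PH whose libraries come from mixes 1, 10 and 12. A level near YM NL was thus also seen in older livers without PH. Mix 1 holds libraries of YM NL and of OF NL, so that this level may go with the mixes tied to those of YM NL: the lowest position among groups not tied to YM NL through shared mixes other than mix 10 was 0.432, above 0.157, the highest among those tied to it. Libraries of OF NL from mix 12, in which Y-linked genes were at 0 CPM, lay at 0.112 to 0.172, so that signal passing between the libraries of mix 1 is not enough for this level. Being female is not enough either, as the higher positions of NL in young and very old females show.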

How the results depend on the processing

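The alternatives were fixed before the data were examined, except the ones without the genes above the count limit (DEG counts, shares, named genes and PC1) and those with all labelled libraries for the components, scores and clusters, which were chosen after seeing the data; no test of a cause was run for this part beyond the values given.

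Over all alternatives, the 71 main values of comparisons gave 698 values in the same direction and within the limit set for them (1.5 times for a count, 1 SD for a value), 147 that moved and 2 that reversed; 58 of those that moved left out 1 library. No comparison moved with the RLE normalization (34 values), with no filter (34), with at least 10 counts in at least 3 libraries (39), or with VOM NL taken from the libraries marked 1X (4); taking no filter could move little, since nearly every gene of the table passed the filter used (11047). Of the 70 gene set counts, 995 values stayed within 1.5 times and 83 moved. Of the 62 log2 fold changes of named genes, 895 values kept their direction and side of the threshold, 43 lost the call, 7 gained it and 21 reversed, of which 35, 6 and 18 left out 1 library. The calls lost when 1 library was left out include Cdkn1a, Pim2 and Bcl6 in OM and VOM, and Birc2 and Chka in VOM, from NL to 720 h.

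DESeq2 moved the lower genes of YM at 720 h to 24 (48 with edgeR), the share of lower OM genes nearer YM NL to 80.1%, the female genes to 57 higher and 24 lower, and the sham genes of YM to 1211. An adjusted p under 0.05 with no fold minimum moved the lower genes in NL to 1697 (VOM) and 1650 (OM), the genes of OM at 720 h to 26 higher and 8 lower than in YM, the higher genes of VOM at 720 h against NL to 1669, and the overlaps of lower genes with those that rose to 1076 (OM) and 905 (VOM). It moved the shares that still differ from YM NL to 5.39% and 6.61% (higher and lower genes of OM) and 3.94% and 6.78% (VOM), the shares of lower genes nearer YM NL to 81.7% (OM) and 71.4% (VOM), the sham genes of VOM to 3566, and the share of higher genes among the DEGs of VOM in NL to 52.2% from 63.0%. With only the groups compared in the model, VOM and YM at 720 h gave 11 higher and 5 lower genes (68.8% higher, against 49.2%), OM and YM 3 and 3 (50% higher, against 76.8%), the 44 h totals were 8 (OM) and 21 (VOM), and 15.8% of the lower OM genes and 7.06% of the higher VOM genes still differed. With the mix as a covariate in those models, 720 h gave 12 and 4 genes for VOM and 3 and 2 for OM, and 44 h gave 9 and 16 in total. All labelled libraries gave 47 higher genes for VOM against YM at 720 h, 132 lower genes in YM at 720 h, 69 genes for OM at 44 h, shares that still differ of 11.7% and 18.6% (OM) and 9.29% and 14.1% (VOM), and 83.3% of higher VOM genes nearer YM NL; Xrcc6 reversed in VOM at 720 h to -0.0497 from 0.039. With VOM NL taken from the libraries marked 1X, Cdk1 reversed to 0.011 (from -0.24) and Xrcc6 to -0.20. All YF and VOF libraries gave 67 higher and 30 lower female genes. The cause was not tested for any of these.

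For the components, PC1 held 36.3% (YM and VOM) and 36.2% (YM and OM) with log2(CPM + 1), 50.6% and 48.6% with the 500 most variable genes, 38.8% in all 45 libraries, 35.5% and 37.1% with all labelled libraries, and 29.9% and 30.0% without the genes above the count limit, against 40.9% and 40.7%. In the last case a value shows the cause, since these genes held 63.3% of the squared loadings of PC1. For the clusters, z-scores over all 30 libraries moved the share in the similar cluster to 11.1% (higher OM) and 47.0% (higher VOM), another seed with 1 start to 38.5% (higher OM) and 41.5% (lower VOM), genes called by DESeq2 to 31.3% and 43.6% (higher and lower OM), and all labelled libraries to 36.6% and 40.8% (OM) and 9.92% and 45.2% (VOM). For the scores, log2(CPM + 1) moved the cell cycle change from NL to 2.65, 3.19 and 1.32 in YM at 44, 52 and 96 h, 3.59 and 1.86 in OM at 52 and 96 h, and 1.57 and 2.41 in VOM at 44 and 96 h, and the DNA damage change to 0.24, 0.57 and 0.28 in YM, -0.55 and 0.22 in OM at 44 and 52 h, and -0.42 and 0.37 in VOM. The median over genes moved the cell cycle change to 2.19 and 0.45 in YM and 2.87 and 1.10 in OM at 52 and 96 h, reversed the DNA damage change of OM at 96 h to 0.00703 (from -0.13), and moved the level of the lower VOM genes after sham operation to a mean z of -0.151 and -0.139 in YM and -0.476 in VOM. All labelled libraries moved the cell cycle change of YM to 2.43 at 52 h and 0.88 at 96 h, the DNA damage change of VOM at 52 h to 0.071 (from 0.21), and reversed that of OM at 52 h to -0.022 (from 0.10). The cause was not tested for the clusters and scores.

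Leaving out each library in turn, the lower genes of YM at 720 h ranged from 17 to 55, the genes of VOM against YM at 720 h from 18 to 37 higher and 18 to 34 lower, those of OM from 13 to 69 and 9 to 21, and the 44 h totals from 25 to 82 (OM) and 44 to 203 (VOM). The shares that still differ ranged from 4.36% to 7.72% and 5.38% to 10.8% (higher and lower OM) and from 3.11% to 5.599% and 6.47% to 9.86% (VOM), the lower OM genes nearer YM NL from 74.3% to 84.0%, and the higher VOM genes from 83.4% to 86.9%. PC1 ranged from 40.1% to 43.3% and from 40.2% to 43.0%, and the similar cluster from 13.2% to 40.5% and 35.2% to 50.7% (OM) and from 47.3% to 60.2% and 28.0% to 40.1% (VOM). The female genes ranged from 18 to 28 higher and 6 to 11 lower, and the sham genes of YM from 1175 to 1885. Log2 fold changes that changed sign, ranged for YM at 720 h from -0.17 to 0.60 (Chkb) and -0.049 to 0.26 (Pcyt1a), for VOM against YM at 720 h from -0.37 to 0.22 (Chka) and -0.21 to 0.46 (Chkb), and for VOM from NL to 720 h from -0.34 to 0.67 (Top2a), -0.82 to 0.083 (Cdk1), -0.69 to 1.29 (Birc5), -0.011 to 0.52 (E2f1), -2.20 to 2.29 (Cdc20), -0.28 to 0.46 (Xrcc6) and -0.036 to 0.35 (Parp2).

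With the replicate number as a block, 36 of 38 comparisons stayed within the limit and the female genes moved to 48 higher and 19 lower; the pairing by number was not borne out, with a mean correlation of same-numbered deviations of 0.00061, as the libraries are of different mice.

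Without the genes above the count limit, the median total was lowest in OM at 96 h (784390, with 259704 in the smallest library), followed by VOM at 720 h (1101215) and OM NL (1108095). Depth limits genes at or under 3 counts, such as Topbp1 at 720 h in VOM, where a fold is a lower bound. A setting that took YM NL only from mixes 26 and 27 and a test for DEGs between mix 7 and those mixes were not run, because YM NL 4 and 5 count as 1 sample. Only fold differences were taken, with 26 genes at least 2-fold from the YM NL mean of mix 7.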

Differences from the paper's values

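Of 29 values of the paper compared, 4 differ. The counts of genes lower at 720 h than in NL in YM were 48 here and about 20 in Fig. 2d, read by eye. Of the alternatives set before the data were examined, DESeq2 (24) closed the gap, and so did leaving out YM NL replicate 1 (26) or YM 720 h replicate 3 (17); the legend of Figure S7 names DESeq2. RLE (40), the filter of at least 10 counts (40), no filter (48), only the groups compared (70), the replicate block (51), all labelled libraries (132) and the adjusted p under 0.05 with no fold minimum (46) did not, nor did leaving out the genes above the count limit (35), which was chosen after seeing the data.

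The share of genes higher in OM NL in the cluster similar to YM NL was 25.4% here against the paper's 48.3%. Another seed with 1 start gave 38.5%, within 1.5 times the paper's value, and so did leaving out YM NL replicate 2 (40.0%), YM NL replicate 3 (39.9%), YM 720 h replicate 2 (40.0%), YM 720 h replicate 3 (38.5%) or OM 720 h replicate 2 (40.5%). All labelled libraries gave 36.6%, also within 1.5 times, a setting chosen after seeing the values. The z-scores over all 30 libraries (11.1%) and genes called by DESeq2 (31.3%) did not close the gap.

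The share of genes lower in OM NL in the similar cluster was 36.9% here against the paper's 16.5%. None of the alternatives set before the data were examined closed the gap (36.6%, 37.5% and 43.6%, and 35.2% to 50.7% with 1 library left out), nor did all labelled libraries (40.8%), chosen after seeing the values.

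The p for more higher than lower genes at 720 h in YM was 7.97e-40 here (exact binomial test) against the paper's 1.1e-44, whose legend names a chi-square test. None of the alternatives set before the data were examined reached it to within 1.5 times. DESeq2 gave 1.07e-50, RLE and the filter of at least 10 counts 1.88e-47 each, no filter 7.97e-40, and only the groups compared 1.39e-19. The replicate block gave 1.64e-38, all labelled libraries 1.04e-32, and the adjusted p under 0.05 with no fold minimum 3.65e-32. These are all from the exact binomial test, so that they cannot show how much of the gap comes from the choice of test.

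The paper gives Bcl6 among the genes that rose after PH; in OM it fell here, by a log2 fold change of -2.08. It gives Bcl2l1 among the genes that rose; in OM its log2 fold change of 0.96 was below the 2-fold minimum, and it was called with no fold minimum and without OM NL replicate 3 (1.06), OM 720 h replicate 1 (1.01) or OM 720 h replicate 2 (1.05). The paper places fewer of the genes higher in VOM NL in the similar cluster than in the others; here the similar cluster held 58.9% and the others 41.1%, and with z-scores over all 30 libraries (47.0%), without VOM NL replicate 2 (47.3%) or with all labelled libraries (9.92%, chosen after seeing the values) the similar cluster held fewer. The similar cluster was chosen here by OM or VOM at 720 h alone; the genes higher in OM NL also formed clusters of 28.9% and 35.2% that lay nearer YM NL by YM at 720 h and almost as near by OM (0.100 and 0.104 from YM NL in z-scores, beside 0.0914), so that 25.4% rests on a near tie. The paper shows profiles of YM and OM and of YM and VOM as similar at 52 and 96 h by PCA. Here 913, 1682, 657 and 737 genes were called between them (OM and VOM at 52 h, then at 96 h). By root mean square distance these profiles lay 0.445 to 0.561 apart, nearer than the 0.623 to 0.721 at 44 and 720 h. Relative to the distance among replicates they lay farther apart, at 1.37 to 1.70 times against 1.02 to 1.15 times. No distance was taken without the genes above the count limit, most of which exceed it in a library at 44 or 720 h.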

Other observations

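The tests of library mixes, of a larger spread at 720 h, of values above the count limit, of age and hepatectomy, of duplicates and of the VOM NL libraries marked 1X were chosen only after the results were seen; the tests of depth, GC content, transcript length, RNA of other cells, sex genes, replicate numbers and other splits of the libraries were chosen before.

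Age comparisons whose groups came from the same mixes gave few DEGs and those with other mixes gave many. Comparisons that shared only some mixes are counted with the latter. They gave 336 DEGs (very old against old females, sham at 96 h) and 551 (OM against YM, sham at 96 h). Over 36 comparisons of ages within one sex and state, each in a model with only the groups compared, the 7 with the same mixes gave 5 to 26 DEGs (median 8). The 29 with other mixes gave 227 to 2425 (median 625). The model of all 15 groups gave more with the same mixes, 41 and 130 at 44 h and 56 and 59 at 720 h (OM and VOM against YM). With other mixes it gave 913 and 1682 at 52 h and 657 and 737 at 96 h. The comparisons at 44 and 720 h are of the first kind, and those in NL of males are of the second. Common dispersions were 0.0954 to 0.124 with the same mixes and 0.0186 to 0.0908 with other mixes, so the spread between replicates differs too. With only the groups compared, the lowest count with other mixes (227) lies above the highest with the same mixes (26). In NL of females, very old against young gave 26 DEGs within one mix, at a common dispersion of 0.0954. With other mixes, very old against old gave 2425, at 0.0908, and old against young 1553, at 0.0828. These values argue against replicate spread, and against a change that grows steadily with age, as the account of this split in female NL. No age comparison of male NL came from one mix. The library mixes or the batch correction may thus contribute to the number of age DEGs in NL. Whether a larger spread at 720 h explains the fall in DEGs from NL to 720 h cannot be told from the aging genes of VOM. The median ratio of their log2 fold change at 720 h to that in NL was 0.0767, but genes chosen by their difference in NL are bound to differ less elsewhere. The ratio was also small at 52 and 96 h (0.129 and 0.125), where 1682 and 737 DEGs were called. Depth is not enough to explain the fall. With the genes above the count limit in these libraries left out, every library was thinned to 892528 counts, the total of the smallest. Then 1703 DEGs were called in NL and 13 at 720 h. Without the genes above the count limit, 2086 were called in NL. Across genes, which are not independent replicates, the log2 fold change of VOM NL against YM NL had a Spearman rho of -0.178 with the GC content of the last 500 bases and of 0.168 with transcript length (at 720 h -0.0107 and 0.0296; 11018 of 11047 genes, 99.7%, had a transcript), so that a small part cannot be told apart from these. Of 18 marker genes of other liver cells tested (20 listed), 7, which is 38.9%, were higher in VOM NL against 11.9% of all genes: C1qb, C1qc, Csf1r, Reln, Ptprc, Cd74 and Lyz2. RNA of macrophages and other cells in the hepatocyte preparation is therefore a candidate explanation of a part of the genes, by hypothesis. A plain effect of single mixes is not enough to explain the NL difference: on the scale from YM NL (0) to VOM NL (1) of the aging genes, unlisted YM NL libraries of mixes 1, 10 and 26 lay at -0.00566 to 0.0470 and the VOM NL libraries marked 1X of mixes 16 and 23 at 1.04 and 0.986, and VOM NL taken from those marked 1X gave 1917 DEGs against YM NL. No YM NL library shares a mix with a library of OM NL or VOM NL, and a correction that held libraries of one condition together, weighed below, would leave the same pattern, so that a biological effect of age in NL cannot be told apart from such a correction.

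A related hypothesis concerns the level of the aging genes. The position of a group is the median of these genes between YM NL (0) and VOM NL (1). With all mixes, every one of the 36 groups is tied to YM NL by a chain of shared mixes; leaving out mix 10 leaves 8 (YM NL included), and leaving out any other single mix leaves 33 to 36. The division below exists only with mix 10 left out, a choice made after the data were seen. The 7 groups tied to YM NL by a chain of shared mixes that leaves out mix 10 lay at 0.0056 to 0.157 (median 0.0326), and 27 other groups at 0.432 or more (0.862 at most, median 0.664). The lowest of the latter (0.432) lies above the highest of the former, which may mean that the mixes, through the batch correction, set the level of these genes at 44 and 720 h on the YM NL side and at 52 and 96 h on the VOM NL side. Since the definition of the position uses YM NL and VOM NL themselves, and time and mix go together, this cannot be told apart from an effect of time after PH. A low position was also seen without PH, in OF NL (0.157), and so was a high one in YM, where sham-operated livers lay at 0.5683 and those after PH 0.0507 higher. Among the groups not tied to YM NL in this way, the very old male groups (4, median 0.773) lay 0.193 above the young male groups (4, median 0.580). Within mix 10, which holds libraries of both kinds of group, single libraries lay at -0.006 (YM NL), 0.132 (OF NL), 0.658 (YF sham 52 h) and 0.359 (YF sham 96 h), so that one mix holds a spread of levels.

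Values above the limit of the UMI correction (34069.6) are also found in 15 groups. YM at 44 h has 61 such genes, OM at 44 h 53, VOM at 44 h 49, OM at 720 h 32, YM at 720 h 23, VOM at 720 h 22, sham-operated VOM at 52 h 16, VOF NL 15 and OM NL 8. The median over the 155 genes of their median count in the other groups is 3, and 139 of them have a median of 10 or less there, which is consistent with a batch correction that scaled low counts up. These genes held 63.3% of the squared loadings of PC1 of YM and VOM, so the separation of the 44 h libraries on PC1 may rest in part on them; without them PC1 placed YM NL, 44 h and 720 h on one side and VOM NL, 52 h and 96 h on the other, the same division as the one by shared mixes other than mix 10 above.

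VOM NL libraries of other mixes barely differed from the listed ones: between the 2 libraries marked 1X and the 3 of mix 8, 78 of 10964 genes had an unadjusted p under 0.05, where chance gives 548, and 0 were called; the labels do not say whether the 2 libraries marked 1X come from one mouse, and each is counted as a library. This is fewer than chance and is consistent with a correction that held libraries of one condition together. Between YM NL of mix 7 and of mix 1, 87 genes were called (9 higher, 78 lower; 190 of 10991 at an unadjusted p under 0.05, where chance gives 550), and 1 of the 10 splits gave as many, the real one (the others at most 1). YM NL of mixes 26 and 27, which shared their mixes with 44 and 720 h libraries, had 26 genes at least 2-fold from the YM NL mean of mix 7 (median absolute log2 difference 0.033), against 767 between the means of VOM NL and YM NL. YM NL 4 and 5 differed by a chi-square per degree of freedom of 0.0908, where the lowest among the paper's libraries was 2.63 and the median 5.42; whether this is one library entered again or a result of the correction cannot be told.

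Sex-linked genes were those of the labelled sex in all 75 male and 57 female libraries (0 against the label), with Xist at most 20.7% of the sum of Xist and Y-linked genes in males and at least 87.2% in females, so no library appears mislabelled for sex. Both extremes are libraries of mix 1, where YM NL 1X, 2X and 3X had 71.6, 53.3 and 40.7 CPM of Xist (0 in the YM NL libraries of mix 7) and OF NL 1X, 2X and 3X had 41.3, 79.3 and 24.7 CPM of Y-linked genes (0 in the OF NL libraries of mix 12), and 1 listed library, YM 96 h replicate 1 of mix 15, which also holds female libraries, had 18.9 CPM of Xist (14.2%). Male libraries outside these had at most 5.29%. Signal passing between the libraries of mix 1 and of mix 15 cannot be ruled out. Same-numbered libraries did not deviate together (mean correlation 0.000607, against -0.000153 for other numbers).

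Splits of the same 6 libraries into other groups of 3 were compared with the real split, among the 4 splits that part all same-numbered pairs. In each comparison 1 of the 4 splits gave as many DEGs, the real one, and 4 splits cannot give a smaller share. Over all 10 splits of 3 libraries against 3 the real one also gave the most DEGs, and 10 splits cannot give a share below 1 in 10. In NL the other comparable splits gave 24 to 86 DEGs for OM (real 2235) and 0 to 20 for VOM (real 2094), and splits that keep a same-numbered pair together gave up to 195 and 299. At 720 h they gave 9 to 44 for OM (real 56; up to 48 in the rest) and 12 to 34 for VOM (real 59; up to 24), so that the real number there is little above the others. At 44 h they gave 6 to 36 for OM (real 41) and 2 to 46 for VOM (real 130), at 52 h 1 to 2 (real 913) and 0 to 99 (real 1682), and at 96 h 0 to 3 (real 657) and 0 to 16 (real 737). Between NL and 720 h they gave 22 to 39 in YM (real 323), 40 to 132 in OM (real 2772) and 18 to 268 in VOM (real 2460).

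In OM NL, Chkb was called higher than in YM NL (log2 fold change 1.31, adjusted p = 0.0942, edgeR), with 4 to 7 counts per library in both groups, and Chka was higher by 2.54.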
